# Myeloid cells interact with a subset of thyrocytes to promote their migration and follicle formation through NF-κB

**DOI:** 10.1038/s41467-023-43895-8

**Published:** 2023-12-06

**Authors:** Rui-Meng Yang, Shi-Yang Song, Feng-Yao Wu, Rui-Feng Yang, Yan-Ting Shen, Ping-Hui Tu, Zheng Wang, Jun-Xiu Zhang, Feng Cheng, Guan-Qi Gao, Jun Liang, Miao-Miao Guo, Liu Yang, Yi Zhou, Shuang-Xia Zhao, Ming Zhan, Huai-Dong Song

**Keywords:** Collective cell migration, Thyroid diseases, Differentiation

## Abstract

The pathogenesis of thyroid dysgenesis (TD) is not well understood. Here, using a combination of single-cell RNA and spatial transcriptome sequencing, we identify a subgroup of NF-κB-activated thyrocytes located at the center of thyroid tissues in postnatal mice, which maintained a partially mesenchymal phenotype. These cells actively protruded out of the thyroid primordium and generated new follicles in zebrafish embryos through continuous tracing. Suppressing NF-κB signaling affected thyrocyte migration and follicle formation, leading to a TD-like phenotype in both mice and zebrafish. Interestingly, during thyroid folliculogenesis, myeloid cells played a crucial role in promoting thyrocyte migration by maintaining close contact and secreting TNF-α. We found that *cebpa* mutant zebrafish, in which all myeloid cells were depleted, exhibited thyrocyte migration defects. Taken together, our results suggest that myeloid-derived TNF-α-induced NF-κB activation plays a critical role in promoting the migration of vertebrate thyrocytes for follicle generation.

## Abstract (web summary)

The mechanism underlying thyroid follicle formation is not well understood. Here, the authors show that a subgroup of NF-κB-activated thyrocytes, through interactions with myeloid cells, exhibit increased migration capacity to generate new follicles.

## Introduction

Congenital hypothyroidism (CH) is one of the most common genetic endocrine disorders, affecting approximately 1 in 3000–4000 newborns worldwide^1–3^. If left untreated, CH leads to irreversible brain dysfunction and dwarfism, known as cretinism. Most CH cases are caused by thyroid dysgenesis (TD), which results from defects in thyroid development^4,5^. However, the molecular mechanisms underlying TD, especially in the maturation of thyroid follicles, remain largely unknown.

Thyroid development is a complex process that is largely conserved across different species. It involves the specification of endodermal precursor cells, thyroid bud formation, relocalization of the thyroid primordium (TP), and maturation into functional follicles^6–11^. Numerous molecular players, including transcription factors Nkx2-1, Foxe1, Pax8, and Hhex, have been found to be associated with early thyroid development. In the E9.5 mouse embryo (about 24 h post-fertilization (hpf) in zebrafish), the thyroid placode is specified by these transcription factors and buds from the anterior foregut endoderm^8,12,13^. The evaginated TP migrates as a coherent cluster under the regulation of signals such as Foxe1 and finally relocalizes to the inferior neck at E13.5 in mouse (about 45 hpf in zebrafish)^8,14^. After relocalization, the solid TP then gradually transforms into arborized tissue, which facilitates folliculogenesis in all parts of the gland^15,16^. However, the precise mechanisms controlling the transformation of the multilayered TP into a multitude of single-layered follicles remain largely unknown. Moreover, the entire process of thyroid gland development is under the influence of both cell-autonomous and non-autonomous signals, such as those from the cardiac mesoderm and endothelial cells^17–22^. The latest advances in single-cell sequencing and spatial transcriptomic technology provide valuable tools for investigating the cell-cell interactions involved in thyroid folliculogenesis.

In this study, we used in vivo continuous observations of zebrafish thyroid development and multimodal analysis of the transcriptomic heterogeneity of mouse thyroid tissues to identify a subtype of thyrocytes with high motility that drives thyroid folliculogenesis. We found that this process is mediated by TNF-α-induced NF-κB activation, which is triggered by mobile myeloid cells in thyroid tissues.

## Results

### Heterogenous thyrocytes existed during thyroid folliculogenesis

After relocalization to the final position, how the solid TP transforms into organ containing mature follicles, remain largely unknown. By dynamically observation of the process of thyroid follicles formation from TP in zebrafish transgenic lines (*tg:mCherry*) that specifically labeled thyrocytes^6,23^, we found that the initial protruding pseudofoot preceded the migration of several thyrocytes (marked with arrowheads), which lasted approximately 7–8 h and then took shape into new follicles (correspondingly numbered and circled with dotted lines) (Fig. 1a). At 80 h post fertilization (hpf) in zebrafish, thyrocytes extending out of the TP reduced cell adhesion as shown by lower E-cadherin expression (Fig. S1a).

**Fig. 1:**
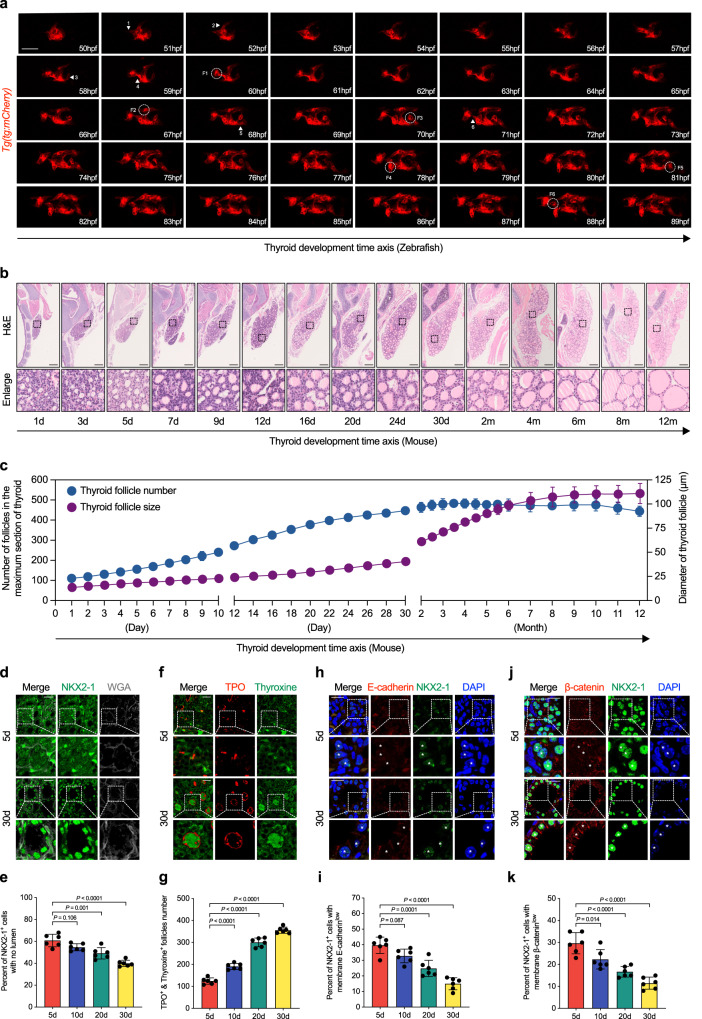
Gradual transformation of solid primordium into arborized follicles in mice and zebrafish. **a** In vivo continuous observation thyroid folliculogenesis of zebrafish embryos from 50 hpf to 89 hpf with one hour interval under *thyroglobulin* promoter driven mCherry transgenic line (*tg*:mCherry). **b** Representative images showing histological analysis at the maximum sections of mice thyroid tissues by H&E staining from postnatal day 1 to 12 months with age shown in the lower panel. **c** Thyroid follicle numbers (y axis on the left) and average follicle diameter (y axis on the right) calculated at the maximum sections of thyroid tissues as time indicated (x axis). **d** Representative images showing the arrangement of NKX2-1 positive thyroid epithelial cells at postnatal day 5 and 30 mice thyroid glands by immunofluorescence analysis (IF). WGA used to stain the membrane. **e** Statistical estimation of the fraction of NKX2-1 positive thyrocytes without lumen formation. **f** Representative images showing the expression of TPO and Thyroxine at postnatal day 5 and 30 mice thyroid glands by IF. Many TPO positive thyrocytes that had yet to form follicles were found to be thyroxine negative in postnatal day 5 thyroid tissues when compared to postnatal day 30 mice thyroid tissues. **g** Statistical estimation of the percentage of TPO positive lumen with thyroxine secreted. **h**–**k** Representative images showing the expression of E-cadherin (**h**) or β-catenin (**j**) among NKX2-1 positive thyrocytes at postnatal day 5 and 30 mice thyroid glands by IF. NKX2-1 positive thyrocytes marked with asterisks in postnatal day 5 were membrane E-cadherin (**h**) or β-catenin (**j**) low, in comparison with the clear establishment of epithelial adhesion in postnatal day 30 (also marked with white asterisks). Statistical assessment of the percentage of NKX2-1 positive thyrocytes with low membrane E-cadherin (**i**) or β-catenin (**k**) expression. Scale bar, 50 μm in (**a**, **d**, **f**, **h**, **j**), and 200 μm in (**b**). *n* = 6 biologically independent samples in (**c**, **e**, **g**, **i**), and (**k**). Data are shown as mean ± SD. Statistical significance was determined by One-way ANOVA, followed by Tukey’s multiple comparison test. Source data are provided as a Source data file.

In mice, from E15.5, the solid cords gradually transformed into rows of micro-follicles after fusion with the ultimobranchial bodies^7^. We continuously examined the histological changes in mice thyroid tissues from 1 day to 1 year after birth and found that folliculogenesis is not synchronous because peripheral thyrocytes formed a monolayer earlier than the central located thyrocytes, which initially appeared as closed spheres (Fig. 1b). The number of follicles within the mouse thyroid tissues gradually increased until 1 month after birth, with a decreasing number of thyrocytes sticking together aside the follicles (Fig. 1b, c). The size of thyroid lumen otherwise continuously increased in mouse up to 1 year of age (Fig. 1b, c). Thyroid peroxidase (*TPO*), which encodes a membrane-bound glycoprotein, targets the apical membrane of polarized thyroid epithelial cells and participates in the generation of thyroid hormones. In postnatal day 5 mice, the majority of TPO-positive thyrocytes were not arranged into follicles and remained in a primitive state in the thyroid tissues, especially those localized in the center (Fig. S1b, c). Furthermore, in sharp contrast with orderly arranged follicles observed in 1-month-old mice thyroid tissues, abundant thyroid-specific transcription factor 1 (NKX2-1)-positive thyrocytes were disorganized and clustered together at postnatal day 5 (Fig. 1d, e). The number of TPO-positive and thyroxine-containing follicles were gradually increased, suggesting functional maturation accompanies mouse growth (Fig. 1f, g).

Polarized epithelial cells were characterized by compartmentalized expression of adhesion molecules, such as E-cadherin and β-catenin. In the thyroid gland on postnatal day 5, a considerable proportion of thyrocytes had low membrane levels of E-cadherin or β-catenin (Fig. 1h–k and Fig. S1d, e). Correspondingly, the number of thyrocytes expressing E-cadherin or β-catenin on the basolateral membrane increased from postnatal day 5 to 1 month (Fig. 1h–k and Fig. S1d, e), suggesting the presence of heterogeneous thyrocytes during thyroid folliculogenesis.

### A subtype of thyrocytes with higher migratory capacity and TNF-α-NF-κB activation defined by scRNA-seq

To fully comprehend the thyrocyte heterogeneity, the mice thyroid tissues on different postnatal days (5, 10, 20, and 30 days) were dissected to perform single-cell RNA sequencing (scRNA-seq) (Fig. S2a). 

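Thyroid cells of 10 mice were pooled for each age, so each age had 1 library and no replicate. A difference between ages is therefore a difference between single libraries, and no test across ages was made. In this droplet assay each transcript carries a cell barcode and a unique molecular identifier (UMI). The authors aligned the reads to the mouse genome mm10 with CellRanger and counted UMIs per gene and barcode, and these raw counts, with no cell filter applied, were used here. The library labelled day 5 held 1869054 barcodes and 89039113 UMIs, and that labelled day 10 held 2258644 barcodes and 69932771 UMIs. There were 1745460 barcodes with 54921806 UMIs in the library labelled day 20, and 1816690 barcodes with 72493766 UMIs in that labelled day 30. A further table of the authors lists 37503 cell barcodes of the whole series, with group numbers that were not used. A listed barcode was taken as a cell of the library whose matrix held most of its UMIs. Of the cell barcodes of the libraries labelled day 10, 20 and 30, 97.4% to 98.8% also occurred in the matrices of each of the other 2, with medians of 8 to 11 UMIs there, for a reason that was not tested. For pairs with the library labelled day 5 it was 33.3% to 49.7%.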

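Some developmental genes go against the labels of the libraries. H19, an imprinted transcript of immature tissue chosen after its values were seen, lies on chromosome 7 of GRCm38 from 142575529 to 142578143. It had 63.9 CPM in fibroblast-like cells of the library labelled day 5 and 525 in those of the library labelled day 10. Its level was 71.7 CPM in the library labelled day 20 and 1906 in that labelled day 30. The libraries are therefore named by their labels throughout, and every direction with age drawn from them rests on these labels. Levels are UMIs summed over the cells of a class, in counts per 1000000 UMIs of that class (CPM), with an exact 95% Poisson interval. Shares of cells have an exact 95% binomial interval. Both intervals cover counting error only.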

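The barcodes taken as cells numbered 15297, 7843, 7808 and 6555 in the libraries labelled day 5, 10, 20 and 30, with medians of 3296, 5141, 2916 and 5755 UMIs. Cells with 200 to 10000 UMIs and at most 10% mitochondrial UMIs were kept, as in the Methods. A limit of 5% of UMIs from hemoglobin genes was added, as the Methods exclude red cells without a number. The upper limit concerned 1878, 1907, 1277 and 2153 cells of the 4 libraries, the mitochondrial limit 1034, 849, 1181 and 805, and the hemoglobin limit 494, 995, 88 and 633. Doublets, droplets with more than 1 cell, were scored with Scrublet at the expected rate of 0.06. Its automatic threshold marked 5.32% of the cells of the library labelled day 5, but 0.813%, 0.0556% and 0.0973% of the other libraries, so the 6% of cells with the highest scores were removed from each library. This left 23114 cells, of which 11210, 3929, 5076 and 2899 came from the libraries labelled day 5, 10, 20 and 30, with medians of 2925, 4233, 2555.5 and 3373 UMIs. Without the upper limit, 29578 cells were left, with 12956, 5652, 6150 and 4820 in the 4 libraries.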

After standard data processing and quality control procedures (Methods), we obtained transcriptomic profiles for 29,914 cells (Fig. S2b–g). Further integration and unsupervised clustering revealed twelve major cell types in mice thyroid tissues (Fig. S2h). 

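The 4 libraries were integrated with SCTransform in Seurat, and cells were clustered on 30 principal components at a resolution of 0.9. A cluster of 260 cells, with leading genes of both parathyroid and C cells, was then split in 2 by k-means. This gave 33 clusters. Each cluster was named by the class whose marker genes, chosen beforehand, stood highest in it. The exact rule, with the conditions under which a cluster stays unnamed, was settled after the clusters were seen. The names mark resemblance to a class, and the clusters built here need not be those of the paper. Endothelial-like cells made up 34.2% (33.3% to 35.0%) of the library labelled day 5, 22.3% (21.0% to 23.6%) of that labelled day 10, 7.25% (6.55% to 8.00%) of that labelled day 20 and 13.2% (12.0% to 14.5%) of that labelled day 30. T-like cells made up 8.86%, 8.65%, 71.3% and 40.3% of the same libraries. Clusters led by the thymocyte genes Rag1, Ccr9 and Dntt held most of the T-like cells of the libraries labelled day 20 and day 30, so shares of all other classes fall with this class. A T-like cluster of 579 cells, 311, 112, 119 and 37 of the 4 libraries, was led by the natural killer genes Ccl5, Gzma and Nkg7, with no T cell marker among its 10 leading genes. Fibroblast-like cells made up 13.5%, 14.9%, 5.79% and 5.86%. The cells of 3 clusters, 5.17%, 4.71%, 3.61% and 5.83% of the 4 libraries, stayed unnamed. They were a cluster of 479 cells with the monocyte genes Lyz2, Il1b and Plac8, one of 449 cells with the vein genes Fabp4, Aqp1 and Vwf, and one of 189 cells with a median of 623 UMIs. The cluster named after mastocytes was led by Areg, Il1rl1 and Il7r, and 1 macrophage-like cluster of 576 cells was led by the inflammatory genes Ccl4, Cxcl2 and Ccl3.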

Annotation using canonical markers (Methods) in these 12 clusters identified them as T lymphocyte (T), macrophage (M), B lymphocyte (B), dendritic cell, neutrophil (Neu), mastocyte (Mas), endothelial cell (EC), fibroblast (Fib), epithelial cell (Epi), stromal cell (Str), and lymphatic endothelial cell (LEC), as well as one group of nerve cells (Ner) (Fig. S2h, i). Consistent clustering was obtained by batch effect correction by Harmony method^24^, except LEC, which was not separated from EC (Fig. S2k).

The Epi cluster were found including three subclusters: parathyroid cell (PTC), parafollicular cell (C cell) and thyroid follicular cell (TFC) (Fig. S3a–d). Among these, TFC were then selected for in-depth analysis. 

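Among the epithelial clusters, 3 clusters with 2760 cells carried the TFC markers. They held 1876, 425, 166 and 293 cells of the libraries labelled day 5, 10, 20 and 30, or 16.7% (16.0% to 17.4%), 10.8% (9.86% to 11.8%), 3.27% (2.80% to 3.80%) and 10.1% (9.03% to 11.3%) of all cells. The median TFC-like cell had 5904, 1444, 1842.5 and 1478 UMIs in these libraries. Without the upper limit of UMIs there were 2970, 780, 398 and 728 TFC-like cells with medians of 7621, 8365.5, 12672.5 and 12138.5 UMIs, so the limit took deeper TFC-like cells from all 4 libraries, and the median fell least in that labelled day 5. With all cells clustered without integration there were 1536, 149, 65 and 83 TFC-like cells, with medians of 6654, 7202, 7012 and 7321 UMIs. The shallow cells of the class therefore depend on the integration. With TFC-like cells alone clustered without integration, a group of 21 cells was led by the T cell genes Trbc2, Trbc1 and Cd3d. Of these, 19 were of the library labelled day 20 and 2 of that labelled day 30. The C cell-like and PTC-like clusters are the 2 parts of the cluster that was split by k-means. Their separation is therefore no result of the clustering itself. The C cell-like cluster held 206 cells, 76, 51, 29 and 50 of the 4 libraries. The PTC-like cluster held 54 cells, 26, 3, 15 and 10 of the 4 libraries, and the skeletal muscle genes Acta1 and Myl1 were among its leading genes.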

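UMIs of each gene were summed over the TFC-like cells of a library, which together held 10019066, 1354022, 553677 and 856567 UMIs in the libraries labelled day 5, 10, 20 and 30. Pax8, on chromosome 2 of GRCm38 from 24420560 to 24475599, had 252 CPM (242 to 262) in the library labelled day 5 and 252 (226 to 280) in that labelled day 10. It had 289 (246 to 337) in the library labelled day 20 and 379 (339 to 423) in that labelled day 30. Nkx2-1, on chromosome 12 from 56531958 to 56536908, had 297, 397, 383 and 448 CPM in the same order, and Foxe1, on chromosome 4 from 46343609 to 46346412, had 554, 629, 585 and 796. The log2 ratio of the library labelled day 30 to that labelled day 5 was 0.59 (0.42 to 0.76) for Pax8, 0.60 (0.44 to 0.75) for Nkx2-1 and 0.52 (0.41 to 0.64) for Foxe1. The median of the 3 ratios, 0.59, was above that of 97.3% of 10000 random lists of 3 genes matched on mean expression. Tg, on chromosome 15 from 66670753 to 66850721, had 51049 CPM (50909 to 51189) in the library labelled day 5, 35181 (34866 to 35499) in that labelled day 10, 43827 (43277 to 44382) in that labelled day 20 and 22806 (22488 to 23128) in that labelled day 30. Its log2 ratio was -1.16 (-1.18 to -1.14). Duox2, on chromosome 2 from 122279247 to 122298449, was counted 149, 12, 5 and 4 times in the 4 libraries, and its log2 ratio was -1.51 (-3.57 to -0.28). Its neighbour Duoxa2, which Fig. 2a plots, had 100.1, 73.1, 50.6 and 59.5 CPM and a log2 ratio of -0.74 (-1.19 to -0.34). These directions rest on labels that H19 goes against. The alternative that moved the Tg ratio most was a limit of 5% mitochondrial UMIs, which gave -2.12. Pax8 UMIs were found in 62.2%, 38.4%, 39.2% and 44.0% of TFC-like cells of the 4 libraries. After each cell was thinned to 1000 UMIs, which left 1667, 285, 129 and 194 cells, the shares were 20.3%, 22.5%, 26.4% and 28.9%. Endothelial-like cells, which should lack Pax8, had a UMI in 1.57%, 0.571%, 1.36% and 0.785% of cells at medians of 2066, 3618, 3109 and 5398.5 UMIs. A Tg UMI was found in 100%, 97.4%, 98.8% and 93.2% of TFC-like cells. One was also found in 75.3%, 62.9%, 76.9% and 63.6% of endothelial-like cells, where its source was not tested.

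**Figure D1:**
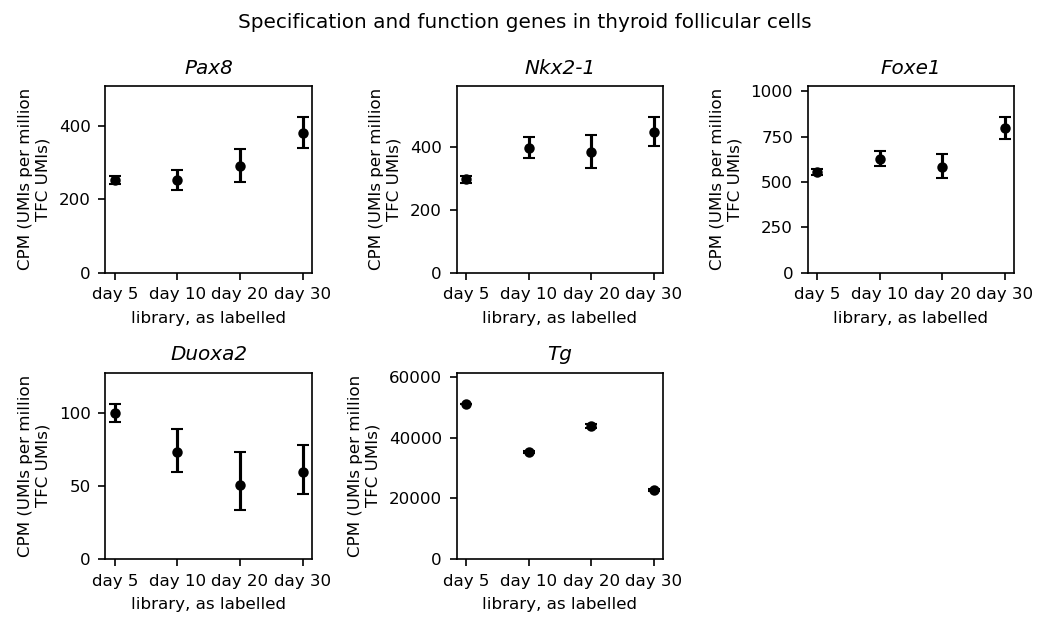
CPM in TFC-like cells (vertical axis) in the libraries labelled day 5, 10, 20 and 30 (horizontal axis), with 1 panel per gene. Points are 1 library each, and bars are exact 95% Poisson intervals. Pax8 goes from 252 in the library labelled day 5 to 379 in that labelled day 30, and Tg from 51049 to 22806.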

Supporting the gradual differentiation of TFC during this time window, the expression levels of transcription factors involved in TFC specification, such as *Pax8*, *Nkx2-1* and *Foxe1* were reduced, but the functions related genes such as *Duox2*, *Tg* and *Tpo* were increased in TFC from day 5 to 1 month after birth^6–11^ (Fig. 2a). We also found that with thyroid development, the expression levels of genes related to cell adhesion gradually increased, while those related to cell mobility, such as *Vim*, *Mcam* and *Map4k4*, were gradually decreased^25–30^ (Fig. 2b). This was also confirmed by immunofluorescence and RNA-scope analysis (Fig. 2c–e).

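Of the 15 motility genes shown in Fig. 2b, 10 were higher and 5 lower in TFC-like cells of the library labelled day 30 than of that labelled day 5, and 8 and 0 of them beyond counting error. Their median log2 ratio was 0.75 (0.39 to 0.94), above that of every one of 10000 random lists matched on expression (percentile 100). It was not particular to TFC-like cells, as the median was 0.65 in endothelial-, 0.83 in fibroblast- and 0.89 in stromal-like cells, each above at least 99.8% of their random lists. The medians of 0.59 in macrophage- and 0.60 in T-like cells lay within their random lists, at percentiles 92.2 and 84.8. In both of these classes the mix of clusters differed between the libraries, and its part in the medians was not tested. Vim, on chromosome 2 of GRCm38 from 13573927 to 13582826, had 10.5, 22.2, 10.8 and 22.2 CPM in the libraries labelled day 5, 10, 20 and 30, from 105, 30, 6 and 19 UMIs. Free RNA, taken from droplets with 10 to 100 UMIs, held far more Vim, at 273, 642, 306 and 650 CPM. Mcam, on chromosome 9 from 44134469 to 44142727, had 14.8, 19.2, 10.8 and 10.5 CPM against 27.6, 37.0, 17.6 and 51.4 in free RNA, and its log2 ratio of -0.42 (-1.65 to 0.47) was within counting error. Map4k4, on chromosome 1 from 39900913 to 40026310, had 28.2, 60.6, 63.2 and 54.9 CPM against 46.9, 56.4, 66.0 and 63.0 in free RNA, and a log2 ratio of 0.97 (0.48 to 1.41). Of the 10 adhesion genes in Fig. 2b, 4 were higher and 6 lower in the library labelled day 30. Beyond counting error these were Ezr, which was higher, and H2-K1 and Ddt, which were lower. The median log2 ratio of the adhesion genes was -0.15 (-0.30 to 0.07), at percentile 20.7 of the random lists. Cdh1, which encodes E-cadherin, had 128, 133, 110 and 104 CPM. Without the upper limit of UMIs, 15 of the 15 motility genes were higher in the library labelled day 30, with a median log2 ratio of 0.89, and the median of the adhesion genes was 0.31. The median over all genes was 0.01 with the limit and 0.23 without it. Between the libraries labelled day 30 and day 10 the motility median was -0.21. These directions, too, rest on labels that developmental genes go against.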

**Fig. 2:**
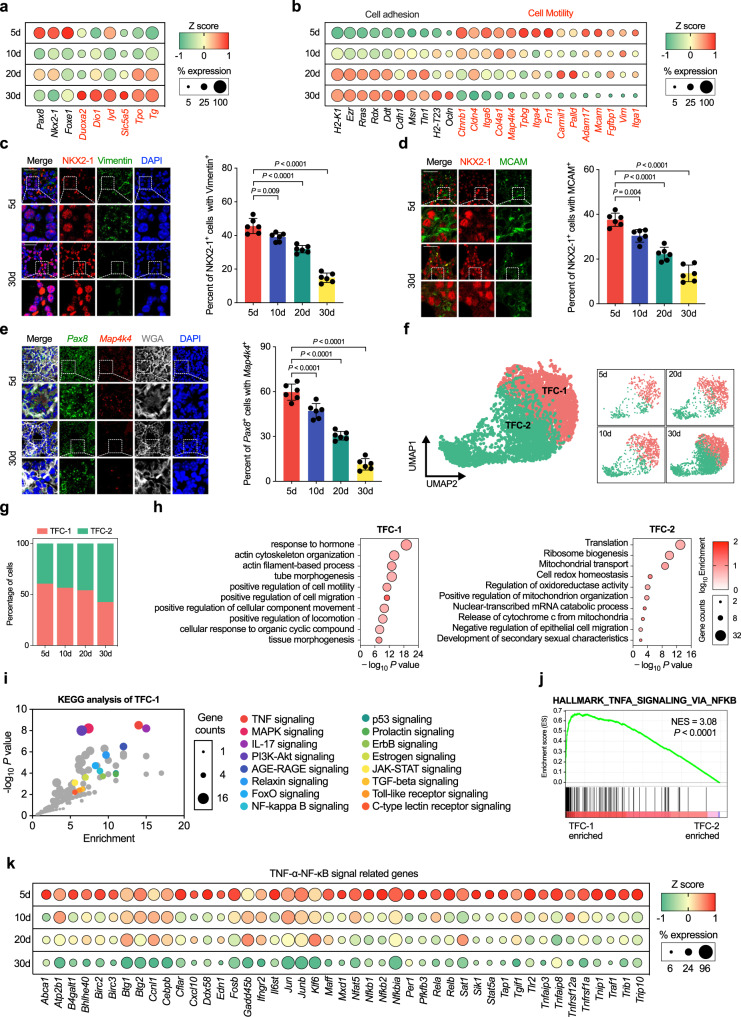
Identification of motile thyrocytes by scRNA-seq from the developing mice thyroid tissues. **a** Dot plot of thyroid specification (marked in black) and function related genes (marked in red) expression in thyrocytes at each time point. **b** Dot plot of cellular adhesion and motility related genes expressed in thyrocytes at each time point in postnatal mice thyroid tissues (left axis). **c** Representative images and statistical assessment showing the percentage of Vimentin positive thyrocytes (stained by NKX2-1) from postnatal day 5 to 30 mice thyroid tissues. **d** Representative images, and statistical assessment showing the MCAM positive thyrocytes in postnatal day 5 and 30 mice thyroid tissues by using IF staining. **e** Representative images, and statistical assessment of RNA-scope analysis of *map4k4* positive thyrocytes (stained by *Pax8* as a marker for thyrocyte) from postnatal day 5 to 30 mice thyroid tissues. **f** UMAP of TFC and split by time point. Cells are colored and annotated by cell subtype. **g** Bar plot shown the proportion of TFC subtypes among all TFC at each time point examined. **h** GO enrichment analysis of the DEGs that specifically enriched in TFC-1 and TFC-2 subtype respectively. **i** KEGG analysis of the DEGs distinguishing the TFC-1 subtypes. **j** Analysis of “HALLMARK_TNFA_SIGNALING_VIA_NFKB” gene set between TFC-1 and TFC-2 cells by GSEA software, the NES and FDR *P* value were shown. **k** Dot plot of TNF-α-NF-κB pathway genes expression in TFC cluster at each time point in postnatal mice thyroid tissues. For (**a**, **b** and **k**), color of dots represents z-scored of the gene expression level, and size of dots represents percent of TFC with at least one UMI detected per gene. In (**c**, **d** and **e**), Scale bar, 50 μm. *n* = 6 biologically independent samples. Data are shown as mean ± SD. Statistical significance was determined by One-way ANOVA, followed by Tukey’s multiple comparison test. In (**h** and **i**), *P* value was determined by Benjamini-Hochberg-adjusted one-sided hypergeometric test. Source data are provided as a Source data file.

The TFC could be clustered into two subtypes, TFC-1 and TFC-2 by unsupervised clustering (Fig. 2f). 

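TFC-like cells were integrated and clustered again by themselves on 20 principal components. The genes of Fig. 2k and of the NF-κB, immediate-early, motility, adhesion and oxidative phosphorylation lists were left out of the variable features. List genes thus did not set the clusters themselves. All other variable genes stayed in, and the tests between the clusters used the same cells. Their p-values are therefore not independent of the choice of clusters. At a resolution of 0.1, the lowest at which at least 2 clusters held 5% of cells each, 3 clusters formed. The larger subcluster held 2259 cells (81.8%), the smaller 407 (14.7%) and the third 94 (3.41%). Marker genes chosen beforehand for the subtypes were actin cytoskeleton genes for TFC-1 and ribosomal protein genes for TFC-2. Of 12 actin genes, 8 were higher in the smaller subcluster than in the larger one, 3 of them in every library, with a mean log2 ratio of 0.09. Of 13 ribosomal protein genes, 13 were lower, 12 of them in every library, with a mean log2 ratio of -0.17. These markers place the smaller subcluster on the side of TFC-1, by a small margin. Its leading genes were the immediate-early and stress genes Atf3, Ccn1, Fosb, Egr1, Hbegf, Gem, Zfp36, Klf4, Dnajb1 and Klf6, and it is called the smaller subcluster here and not TFC-1. Its cells had a median of 6845 UMIs, against 4130 in the larger subcluster. Without the upper limit of UMIs, the cluster on the side of TFC-1 held 501 cells and was led by Mia, Bpifa1 and Igfbp7. The gene lists were compared between subclusters only in cells under that limit.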

With growth, the relative proportion of TFC-1 was reduced, with a corresponding increased fraction of TFC-2 subtype (Fig. 2g). 

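The smaller subcluster held 303 of 1876 TFC-like cells in the library labelled day 5, or 16.2% (14.5% to 17.9%), and 52 of 425 in that labelled day 10, or 12.2% (9.27% to 15.7%). It held 31 of 166, or 18.7% (13.1% to 25.4%), in the library labelled day 20 and 21 of 293, or 7.17% (4.49% to 10.7%), in that labelled day 30. The difference between the last and the first was -8.98 percentage points (-12.2 to -5.05), and it rests on labels that developmental genes go against. The shares were not thinned, and the median depth of TFC-like cells differed between these libraries. With cells clustered without integration of the libraries, the shares were 14.5%, 16.8%, 13.8% and 15.7%, a difference of 1.21 percentage points.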

Interestingly, the genes related to positive regulation of cell migration were enriched in TFC-1 when compared with TFC-2 by gene ontology (GO) analysis (Fig. 2h and Fig. S3e). 

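For the comparison of the smaller with the larger subcluster, raw UMIs were summed per subcluster and library, which gave 8 sums of 115812 to 7769840 UMIs. The libraries served as replicates, and cells did not. edgeR's quasi-likelihood test with the library as a block was run over 7484 genes, with Benjamini-Hochberg adjustment. Of the 14 motility genes of Fig. 2b that were tested, 10 were higher and 4 lower in the smaller subcluster, with a mean log2 fold change of 0.30 and a median of 0.37. Only Cldn4 passed an adjusted p of 0.05, with a log2 fold change of 0.82 (standard error 0.17, adjusted p = 0.000654), and it was higher in 4 of 4 libraries. Adjusted over the list alone, 2 genes passed. The list as a set had an adjusted p of 0.0897 by camera, limma's test with a preset correlation of 0.01 between genes, and of 0.0110 by fry, which uses the correlation in the data. The fry value was 0.450 without the library block, 0.0773 with cells thinned to 1000 UMIs, 0.0984 without the library labelled day 10 and 0.0603 without that labelled day 30. The 10 adhesion genes had a mean log2 fold change of -0.026, and 0 of them passed in edgeR's test, with 2 at an unadjusted p below 0.05. Adjusted p-values for this list were 0.506 by camera and 0.469 by fry. The paper shows both lists on these libraries and does not state how their genes were chosen. The counts over the list alone are therefore not taken as independent evidence.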

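A list of 35 NF-κB subunits, inhibitors and target genes, written before the data were examined, had 21 genes that could be tested between the smaller and the larger subcluster. Of these, 15 were higher and 6 lower in the smaller subcluster, with a mean log2 fold change of 0.75 and a median of 0.51. Higher expression passed an adjusted p of 0.05 for 8 genes in edgeR's quasi-likelihood test, and for 9 adjusted over the list alone. The adjusted p of the list was 1.45e-06 by camera and 0.0110 by fry, and by fry 0.0984 without the library labelled day 10 and 0.0603 without that labelled day 30. Nfkbia, on chromosome 12 of GRCm38 from 55489410 to 55492647, had a log2 fold change of 1.02 (standard error 0.14, adjusted p = 4.50e-07 in the same test) and was higher in 4 of 4 libraries. Nfkbiz, on chromosome 16 from 55811375 to 55838899, had the largest change of the list, at 3.33 (standard error 0.28, adjusted p = 9.67e-13). Irf1 followed with 2.52, Cxcl1 with 2.09 and Cxcl10 with 1.77. The 33 immediate-early and heat-shock genes, which share no member with the NF-κB list, moved further. Of 32 tested, 32 were higher and 31 passed in edgeR's test, with a mean log2 fold change of 2.40 and an adjusted p of 2.12e-107 by camera and 0.000570 by fry. Egr1, on chromosome 18 from 34859823 to 34864984, had a log2 fold change of 3.10 (standard error 0.14). Such genes also lead the smaller subcluster. Of 44 genes printed in Fig. 2k that were tested, 36 were higher in the smaller subcluster and 18 passed. Some of these genes also belong to the other lists, so this count is no separate evidence.

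**Figure D2:**
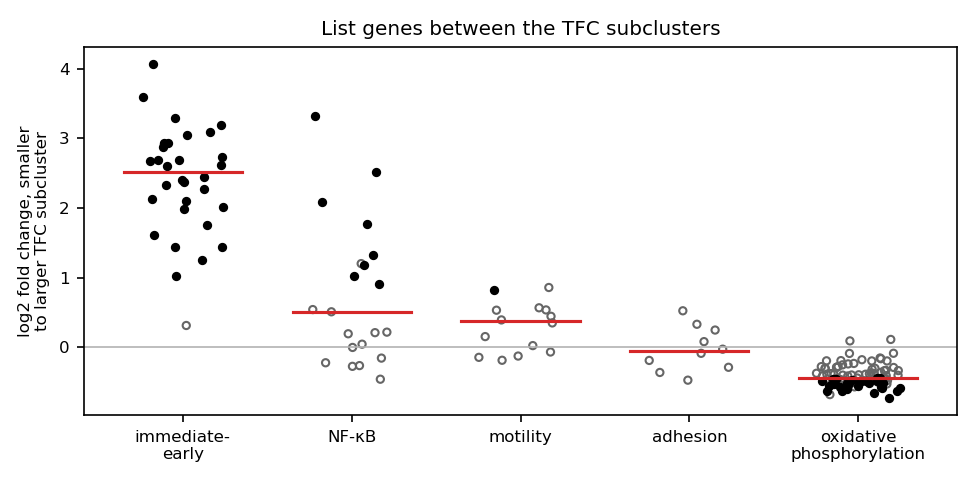
Log2 fold change of the smaller to the larger TFC subcluster (vertical axis) for each tested gene of 5 lists (horizontal axis). Each point is 1 gene, filled where the adjusted p of edgeR's quasi-likelihood test is below 0.05, and red lines are medians. The median is 2.52 for immediate-early genes, 0.51 for NF-κB genes and -0.44 for oxidative phosphorylation genes.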

We further found that TNF-α-NF-κB signaling pathway was significantly enriched in TFC-1 cells compared to the TFC-2 subtype according to the results of GO_KEGG signaling pathway analysis and gene set enrichment analysis (GSEA) (Fig. 2i, j and Fig. S3f). This indicates the preferential activation of TNF-α-NF-κB signaling and cell migration pathways in TFC-1 cells. Moreover, a gradual reduction of expression levels of TNF-α-NF-κB transcripts in TFC from postnatal 5 to 30 days were observed (Fig. 2k).

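Fig. 2k prints the names of 45 genes, which are described here and not tested. In TFC-like cells 25 were higher and 20 lower in the library labelled day 30 than in that labelled day 5, with 11 and 4 beyond counting error and a median log2 ratio of 0.10. The separate NF-κB list had 23 genes with at least 10 CPM. Their median log2 ratio was 0.15 (-0.08 to 0.31), at percentile 84.2 of 10000 random lists matched on expression, and 14 genes were higher and 9 lower. This median changed sign with the processing. It was 0.39 without the upper limit of UMIs and -0.31 when each cell was weighted equally. Of the 45 genes of Fig. 2k, 41 were higher in the library labelled day 30 without that limit. These directions rest on the labels of the libraries.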

To verify the molecular changes of thyrocytes transition during thyroid development, we performed pseudo-time analysis using Monocle2^31^. Along the pseudo-time trajectory, a gradually reduced faction of TFC-1 and increased TFC-2 from postnatal 5d to 30d were observed (Fig. S4a–c). The result showed that the TFC-1 cells preferentially exist in the early stages of development, and its proportion gradually decreases over time, while the TFC-2 cells increased in the maturation stage of the thyroid. 

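The trajectory was not rebuilt here, and genes of oxidative phosphorylation were compared between the TFC subclusters. Of 86 genes that encode subunits of the respiratory chain and ATP synthase, 84 were lower in the smaller subcluster than in the larger one. The mean log2 fold change was -0.41 and the median -0.44. In edgeR's quasi-likelihood test 29 genes passed an adjusted p of 0.05, all of them lower, and 56 did so adjusted over the list alone. The adjusted p of the list was 4.69e-22 by camera and 0.0169 by fry. By fry it rose to 0.0984, 0.0558 and 0.101 without the libraries labelled day 10, 20 and 30, and to 0.0866 without the library block. Without the library labelled day 10, 1 list gene passed as lower, and without that labelled day 30, 2 did. Without the library labelled day 5 there were 40, and without that labelled day 20 there were 16.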

Genes increased in the TFC-1 branch (module 2) were largely involved in TNF-α-NF-κB signaling and EMT transition, while those upregulated in TFC-2 (module 1) were enriched in oxidative phosphorylation (Fig. S4d–e).

### 10 × ST-seq revealed the enrichment of TNF-α-NF-κB activation thyrocytes in the central gland

Building upon our initial observations, we noted the presence of two distinct types of thyrocytes within the mouse thyroid tissue. One type already formed thyroid follicles primarily located in the peripheral region, while the other type, situated in the central gland, had not yet formed follicles. Additionally, our scRNA-seq analysis unveiled the existence of a specific subtype of thyrocytes exhibiting higher migratory capabilities and activation of the NF-κB signaling pathway. In order to get deeper understanding into the relationship between thyrocyte maturation statuses and their molecular characteristics, we extended our investigation by employing 10× spatial transcriptome sequencing (ST-seq) on thyroid glands obtained from two mice at postnatal day 10. This approach was utilized to elucidate potential associations between distinct maturation states of thyrocytes and various molecular traits (Fig. S5a–j). After data processing and quality control procedures (Methods), the spots were unsupervised divided into three clusters (TFC, PTCs and Adipo) based on expression of canonical marker genes, which were consistent with distinct histological features shown by hematoxylin and eosin (H&E) staining (Fig. 3a and Fig. S5k). To analyze all pairs of cell type- and thyroid region-specific genes, we integrated the scRNA-seq and ST datasets using the traditional multimodal intersection analysis (MIA)^32^ (Fig. 3b). Despite the low resolution of ST-seq, which makes it difficult to distinguish single cells scattered throughout the thyroid tissue, we observed significant overlaps between thyroid region-specific and cell type-specific genes, indicating the usefulness of employing MIA to infer cell types identified using scRNA-seq data on the thyroid region by integrating ST data. Interestingly, the two subtypes of TFC identified by further unsupervised spots clustering perfectly matched their locations in the central and peripheral regions of the thyroid tissues shown by HE staining respectively (Fig. 3c). We thus named these two subtypes of spots as TFC-central and TFC-peripheral (Fig. 3c). MIA analysis of TFC subclusters identified using scRNA-seq and ST revealed that TFC-1 subclusters significantly overlapped with TFC-central cells identified using ST data, while TFC-2 subclusters closely overlapped with TFC-peripheral cells (Fig. 3c). Furthermore, based on ST-seq data, genes associated with cell locomotion and the TNF-α-NF-κB signaling pathway were enriched in the TFC-central population (Figs. 3d–g and S5l).

**Fig. 3:**
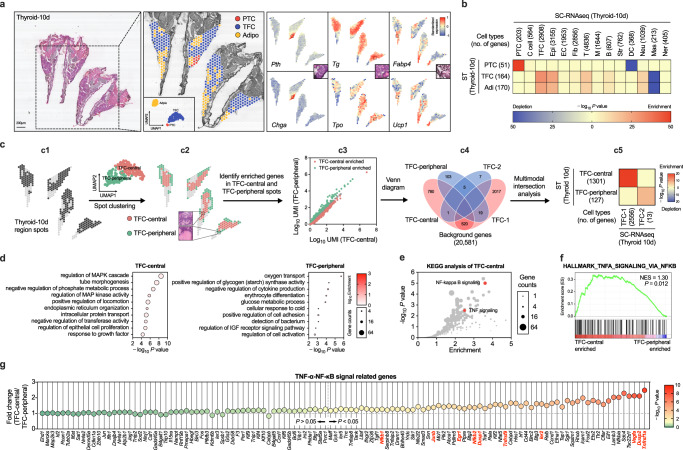
NF-κB is activated in the central immature thyrocytes of mice by spatial transcriptome sequencing. **a** From left to right in turn show the H&E staining, cell type annotation and representative marker genes expression in thyroid tissues. PTC: Parathyroid cells (PTC), TFC: thyroid epithelial cells (TFC), Adipo: adipocyte. Dot color intensity represents the z-score of gene expression values. **b** Multimodal intersection analysis (MIA) map of all scRNA-seq-identified cell types and ST-defined regions. *P* value calculated by hypergeometric test. The numbers of cell type- and tissue region-specific genes used in the calculation are shown in the brackets. **c** MIA analysis was utilized to examine the relation between scRNA-seq-identified TFC subtypes and ST-defined TFC subclusters. Based on our ST-seq data, UMAP analysis identified two TFC subclusters (c1), one of which was in the central of thyroid tissues and the other in the peripheral region (c2). Genes with significantly higher expression in each spatial region relative to the others were then identified (c3). The overlap between each pair of cell type-specific and tissue region-specific gene sets was analyzed using MIA (c4). The significance of the intersection was displayed using the hypergeometric distribution. (c5). The numbers of cell subtype-specific and tissue region-specific genes used in the calculation are shown in the brackets. **d** GO enrichment analysis of the DEGs between TFC-central and TFC-peripheral. **e** KEGG analysis of the TFC-central highly expressed genes. Red dots signify the genes in the TNF and NF-κB signaling pathway. **f** Analysis of “HALLMARK_TNFA_SIGNALING_VIA_NFKB” gene set between TFC-central and TFC-peripheral spots by GSEA software, the NES and FDR *P* value were shown. **g** Fold changes of TNF-α-NF-κB pathway genes comparing TFC-central with TFC-peripheral cell spots. Dot color intensity represents the -log_10_ *P* values (Two-tailed *t* test). The dotted horizontal line indicates fold change = 1, and the dotted vertical line show *P* = 0.05. Gene names marked in red were also highly expressed in TFC-1 subtype when compared with TFC-2 by scRNA-seq. In (**d** and **e**), *P* value was determined by Benjamini-Hochberg-adjusted one-sided hypergeometric test. Source data are provided as a Source data file.

### Thyrocyte subtypes with increased migratory ability were shown with NF-κB signaling activation

We then investigated the activation of NF-κB signaling in thyrocytes and its relationship with maturation and motility. Our results showed that NF-κB pathway transcriptional factor P65 was highly expressed in a subset of thyrocytes, and the percentage of P65 expression cells were gradually decreased as mouse grew older (Fig. 4a, b and Fig. S6a, b). From postnatal day 5 to 30, the prevalence of phosphorylated IKK/IKK or nuclear-phosphorylated P65 cells showed the similar trend (Fig. S6c–f). In the peripheral thyroid glands, where mature follicles had formed with TPO expression on the apical and E-cadherin on the basolateral surface (Fig. 4c, d), P65-positive cells were rarely seen. P65-positive cells, on the other hand, were widely distributed in the central thyroid gland, which contained immature thyrocytes (Fig. 4c, d). Additionally, we found that thyrocytes that were highly P65-positive had a partly mesenchymal phenotype (Fig. 4e, f), which was marked by a high level of motility-related genes like MCAM and Vimentin expression.

**Fig. 4:**
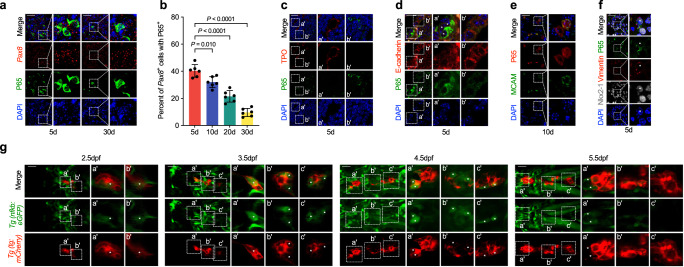
NF-κB signaling is activated in TFC with higher migratory capacity in zebrafish and mice. **a, b** Representative images (**a**) and statistical assessment (**b**) of the percentage of P65 positive thyrocytes, which are stained by *Pax8* RNA probe from postnatal day 5 to 30 mice thyroid tissues. **c** P65 co-expression with TPO in postnatal day 5 mice thyroid tissues were analyzed by IF staining. Right two panels are enlarged ones collected from the peripheral (a’) and central (b’) region of the first column on the left respectively. Note that P65 positive cells were accumulated in the central region (b’), with apical TPO and lumen not established. **d** Cellular adhesion molecule E-cadherin expression in P65 positive cells in postnatal day 5 mice thyroid tissues were detected by IF staining. Right two panels are the enlarged ones of the first lane showing P65 positive cells in the central gland with membrane E-cadherin negative (a’) and P65 negative cells in the peripheral part with membrane E-cadherin positive (b’) respectively. **e** Representative images showing MCAM expression in P65 positive cells by IF in postnatal day 10 mice thyroid tissues. **f** Representative images showing Vimentin expression in P65 positive thyrocytes in postnatal day 5 mice thyroid tissue, labeled by white asterisks. **g** NF-κB activation in thyrocytes in zebrafish embryos at different time points were examined by the double transgenic Tg(*nfκb*:eGFP*; tg*:mCherry) line. The first columns in each panel show the whole mount embryos view of thyroid glands for each time point of embryos. The second and third columns are magnified and slice images of the first columns, respectively, to clearly show NF-κB activation in thyroid epithelial cells. Scale bar, 50 μm. Three independent experiments were carried for (**c**–**g**). In (**b**), data are shown as mean ± SD, *n* = 6 biologically independent samples, and statistical significance was determined by One-way ANOVA, followed by Tukey’s multiple comparison test. Source data are provided as a Source data file.

We then used double transgenic zebrafish line Tg(NF-κB:eGFP; *tg*:mCherry), where the expression of the green fluorescent protein is triggered by the upstream κB binding sites, to further examine the biological activity of thyrocytes activated by NF-κB^33,34^. We found that NF-κB was activated in a subgroup of thyrocytes with a protruding extension morphology that were in a mesenchymal migration state starting at 2.5 dpf when the TP was situated on the cardiac outflow tract (Fig. 4g). By continuously observing in vivo during the separation of numerous TFC from the current primordium in order to produce new follicles, the NF-κB were found activated in both migration “front” and “rear” thyrocytes (Fig. S7).

### Suppression of NF-κB signaling compromised epithelial motility and thyroid folliculogenesis

To investigate the impact of NF-κB activation on thyroid development, we administered TPCA1, an IKK2 inhibitor, to mice via intraperitoneal injection from postnatal days 3 to 20, at a dosage of 10 mg/kg every 6 days. TPCA1 treatment led to obvious growth retardation, with reduced body size and weight loss (Fig. 5a, b). Moreover, the numbers of strongly P65-positive thyrocytes in the thyroid tissues of mice at postnatal day 30 were significantly reduced compared with those in control mice (Fig. S8a, b). We also observed decreased numbers of thyrocytes expressing migratory genes in the thyroid tissues of TPCA1-treated mice (Fig. S8c–h). After TPCA1 treatment, thyroid function was compromised, as evidenced by the reduced levels of T3 and T4, but increased TSH levels in mice at postnatal day 30 (Fig. 4c–e). Follicle numbers and T4-producing follicle numbers were notably reduced in TPCA1-treated mice at 1 month (Fig. 4f–i). Additionally, tightly-connected epithelial clusters without lumen formation increased in thyroid tissues of mice after TPCA1 treatment, which is consistent with the assumed role of NF-κB activation in promoting epithelial migration and new follicle generation (Fig. 4j, k).

**Fig. 5:**
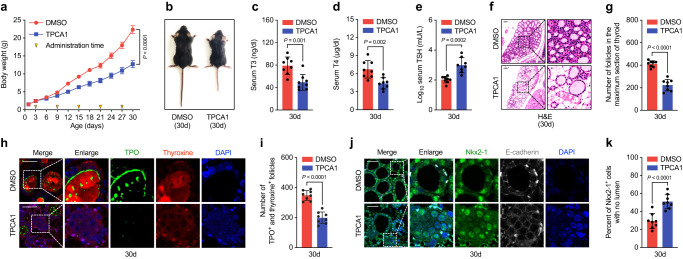
NF-κB inhibition affect thyroid follicle formation in mice. **a** The changes of body weight in mice treated by IKK2 inhibitor TPCA1. Yellow inverted triangles in X axis indicated the administration time of TPCA1, and the body weight of mice were measured every three days. Repeated measures ANOVA used for significance testing. **b** Representative image show the body size of mice treated by TPCA1 under stereoscope. The serum levels of T3 (**c**), T4 (**d**) and TSH (**e**) in the mice after treated with TPCA1 for one month. **f** Representative image of histology analysis of thyroid tissues at postnatal day 30 mice after treated with TPCA1. **g** Statistical assessment of follicle numbers formed at the maximum sections of thyroid tissues in mice treated with TPCA1. **h** Representative images showing TPO and Thyroxine levels in thyroid tissues of the postnatal day 30 mice treated with or without TPCA1. **i** Statistical measurement of TPO and thyroxine positive lumens (indicated of functional maturation) in thyroid tissues of the postnatal day 30 mice treated with TPCA1. **j** The expression of NKX2-1 and E-cadherin in thyroid tissues of postnatal day 30 mice treated with TPCA1 were detected by IF. **k** Statistical assessment of the percentage of thyroid epithelial cells clustering into solid mass (with no lumen formed and no polarized E-cadherin expression) in thyroid tissues of postnatal day 30 mice treated with TPCA1. Scale bar, 50 μm. *n* = 8 biologically independent samples in (**a**, **c**, **d**, **e**, **g**, **i**, **k**). Two-sided Student’s *t* test used. Data are shown as mean ± SD. Source data are provided as a Source data file.

Treatment of zebrafish with TPCA1 also resulted in defective migration of thyrocytes out of the TP, as observed through continuous in vivo monitoring (Fig. S9a). Additionally, T4-producing follicles were reduced in 8dpf zebrafish embryos treated with TPCA1 (Fig. S9b). In zebrafish embryos treated with TPCA1, the number of TUNEL-positive thyrocytes per thyroid gland were slightly increased, suggesting that improper migration may eventually cause these cells to undergo apoptosis (Fig. S9c). BMS-345541, another selective inhibitor of the catalytic subunits IKK1 and IKK2, was also used to examine follicle formation in zebrafish embryos from 24 hpf. Similar follicle formation defects were observed in BMS-345541 treated embryos compared to controls (Fig. S9d). Furthermore, we specifically overexpressed the NFKBIA (IκBα) in thyrocytes under the thyroglobulin promoter, which retains NF-κB members in the cytosol to resist NF-κB activation^35^. Transient overexpression of this plasmid in thyrocytes induced similar thyroid abnormalities, confirming the intrinsic role of NF-κB signaling in thyroid development (Fig. S9e). To discriminate of the role of NF-κB signaling on the early whole thyroid gland migration process, we examined *tg* expression in 50hpf zebrafish by whole-mount in situ hybridization (WISH). Neither TPCA1 nor BMS-345541 treatment affected TP relocalization to the heart outflow shown in 50hpf zebrafish (Fig. S9f–g).

Our findings show that defective follicle formation was also observed in zebrafish embryos treated with a selective Rac1 inhibitor (Rac1 is a key protein that promotes cell migration), NSC 23766 trihydrochloride, supporting the importance of thyrocyte migration in thyroid development (Fig. S9h). Moreover, when Rac1 was overexpressed in the thyrocytes of zebrafish embryos, the defects in thyroid development caused by NF-κB suppression were largely restored, validating that thyrocyte migration is a critical downstream effector of NF-κB activation (Fig. S9i).

### Myeloid cells in the developing mouse and zebrafish thyroid tissue secrete TNF-α to trigger the NF-κB activation of TFC

To investigate how different cell types interact with TFC during mouse thyroid development, we computed interaction scores based on the average expression levels of a ligand and its receptor between cell subtypes in our scRNA-seq data using CellPhoneDB (Fig. S10a)^36,37^. The number of interaction pairs targeting epithelial cells decreased with postnatal age (Fig. S10b). 

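Tnf, on chromosome 17 of GRCm38 from 35199381 to 35202007, had 5762 UMIs in all kept cells. Macrophage-like cells held 71.8% of them, dendritic-like cells 4.49%, neutrophil-like cells 2.08% and the 3 classes together 78.4% (77.3% to 79.4%). T-like cells held 8.07% and the unnamed clusters, 1 of which carried monocyte genes, 10.8%. By library the 3 classes held 82.1%, 87.3%, 73.6% and 43.9% in those labelled day 5, 10, 20 and 30, and in the last the unnamed clusters held 38.3%, next to 38.6% in macrophage-like cells. Macrophage-like cells had 577 CPM (551 to 603), 359 (341 to 377), 442 (403 to 483) and 182 (160 to 205) in the libraries labelled day 5, 10, 20 and 30. The macrophage-like cluster led by Ccl4, Cxcl2 and Ccl3 held 409 of 975, 90 of 728, 62 of 197 and 15 of 208 macrophage-like cells. Immediate-early and heat-shock genes made up 3.80% of its RNA, against 3.00% in the smaller TFC subcluster. Whether stress of tissue dissociation raised Tnf in these cells was not tested. Neutrophil-like cells had 422, 238, 280 and 171 Tnf CPM and dendritic-like cells 173, 95.9, 21.3 and 42.3. TFC-like cells had 10 Tnf UMIs in the library labelled day 5 and 0 in the other 3, which allows up to 2.22, 5.42 and 3.50 CPM. The log2 ratio of the 3 myeloid classes to TFC-like cells was 8.81 (7.99 to 9.94), and without the upper limit of UMIs, the alternative that moved it most, it was 6.99. A Tnf UMI was found in 55.6% of macrophage-like cells (median of 4494 UMIs) and in 0.326% of TFC-like cells (median of 4771), where its source was not tested. Free RNA held Tnf at 16.2, 21.0, 12.7 and 12.4 CPM in the 4 libraries. The 3 myeloid classes also held 78.8% of 6319 Cd68 UMIs and 70.0% of 18071 Il1b UMIs, although Cd68 and Il1b were among the genes that named them. For Il1b this share was 75.6%, 59.5%, 78.4% and 41.2% by library, and in that labelled day 30 the unnamed clusters held more, 56.7%.

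**Figure D3:**
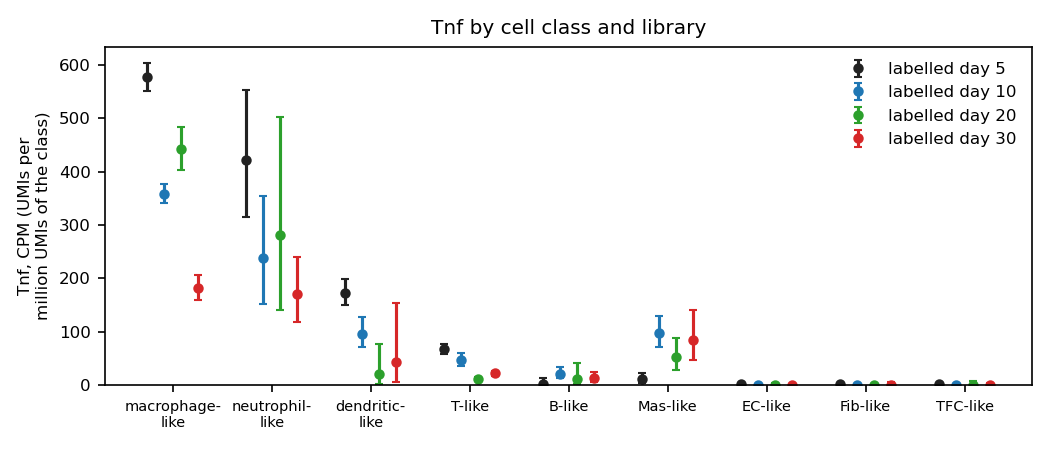
Tnf level in CPM (vertical axis) in 9 cell classes (horizontal axis), with 1 point per library in the color of its label. Bars are exact 95% Poisson intervals. Macrophage-like cells lie between 182 and 577, and TFC-like cells at 0.998 or at 0.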

TNF-α-mediated interactions with TFC were mainly derived from CD68- and IL-1β-expressing macrophages, dendritic cells, and neutrophils (Fig. S10c–f). Notably, TNF-α-mediated interactions were enriched in TFC-1 cells, supporting the preferential activation of the NF-κB signaling pathway in these cells (Fig. S10g). 

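CellPhoneDB scores were not recomputed, and the receptor gene was compared between the TFC subclusters. Tnfrsf1a had a log2 fold change of -0.11 (standard error 0.23, adjusted p = 0.867 in edgeR's quasi-likelihood test) from the larger to the smaller subcluster, with 136 UMIs in the smaller and 539 in the larger. It was higher in the smaller subcluster in 2 of 4 libraries, and no difference was detectable at this depth.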

Using immunofluorescence, we confirmed the presence of CD68-positive macrophages, as well as the presence of IL-1β-stained neutrophils, in postnatal mouse thyroid tissues (Figs. 6a and S11a). We also validated TNF-α expression in CD68-positive macrophages using IF assay (Fig. 6b). Thyrocytes positive for P65 or nuclear phosphorylated P65 were found in close proximity to CD68-positive macrophages (Fig. 6c, d). Furthermore, we identified *Tnfsf1ra*, a receptor for TNF-α, in TFC using scRNA-seq and confirmed its expression was higher in TFC-central cells than in TFC-peripheral cells in mouse thyroid tissues using RNA-scope analysis (Fig. 6e, f).

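Tnfrsf1a, the gene of TNF receptor 1, lies on chromosome 6 of GRCm38 from 125349362 to 125362484. TFC-like cells of the 4 libraries held 686 of its UMIs, 53.7 CPM (49.7 to 57.8). A UMI was found in 21.0% of TFC-like cells (median of 4771 UMIs) and in 1.39% of B-like cells (median of 2465), which had 4.78 CPM. Endothelial-like cells had 190 CPM, macrophage-like cells 107 and neutrophil-like cells 390. Free RNA held Tnfrsf1a at 52.4, 65.1, 61.1 and 61.5 CPM in the libraries labelled day 5, 10, 20 and 30. The central and peripheral cells of the gland were not separated in these libraries.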

**Fig. 6:**
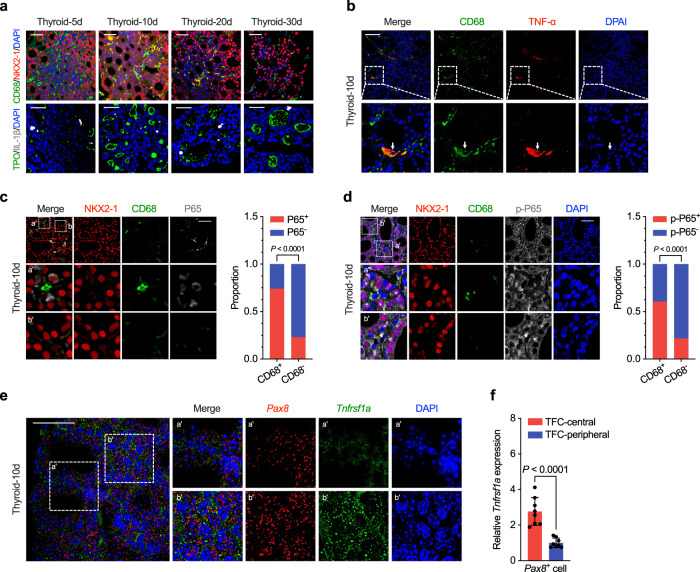
Myeloid cells secrete Tnf-α to promote NF-κB activation in mice thyroid epithelial cells. **a** The CD68 and Il-1β positive cells were identified in thyroid tissues of postnatal day 5, 10, 20, 30 mice by IF. **b** Representative images of IF analysis showing Tnf-α expression in CD68 positive macrophages (arrowheads) at postnatal day 10 mice thyroid tissues. Representative image and statistical analysis showing CD68-positive macrophages located near the P65 (**c**) or nuclear phosphorylated P65 (**d**) positive thyrocytes in thyroid tissues at postnatal day 10 mice by polychromatic immunofluorescence analysis. **e** Representative image showing the multi-color RNA scope analysis of *Pax8* and *Tnfrsf1a* in postnatal day 10 mouse thyroid gland. The areas framed by the two white dashed lines correspond to the peripheral (a’, mature lumen has been established) and central (b’, immature solid mass appearance) of thyroid tissue, which are shown on the right. **f** Statistical assessment of the relative fluorescence intensity of *Tnfrsf1a* in the thyrocytes located in the central or peripheral thyroid tissues at postnatal day 10 mice. Of the 6 mice thyroid tissues examined, three fields of view for each were randomly selected for calculation the mean fluorescence intensity (divided by the number of cells) of *Tnfrsf1a* in the peripheral and central thyrocytes, respectively. Data are shown as mean ± SD, and and statistical significance was determined by Two-sided Student’s *t* test (**f**). Scale bar, 50 μm. Three independent experiments were carried for (**a** and **b**). For the statistical analysis in (**c** and **d**), 70 areas were randomly chosen under confocal microscopy from the slices of 7 postnatal day 10 mice thyroid tissues (10 areas for each), the areas were classified into two groups by whether CD68 positive cells existed. The presence of P65 (**c**) or nuclear phosphorylated P65 (**d**) positive cells or not in each group were summed respectively. Two-sided Fisher’s exact test to calculate the *P* value. Source data are provided as a Source data file.

With the use of the zebrafish double transgenic line, we showed that from 2 dpf, the zebrafish TP had been surrounded by both macrophages [Tg(*mpeg*:eGFP)] and neutrophils [Tg(*mpo*:eGFP)] and (Fig. 7a, b). We observed through continuous in vivo studies that myeloid cell–thyrocyte interaction increased thyrocyte migration and epithelial sheet separation in TP of zebrafish embryos (Figs. 7a, b, and S11b). We observed that TNF-α was expressed in neutrophils of the TP at 4.5 dpf embryos, which is in consistent with the findings in the thyroid tissues of mice (Fig. S11c).

**Fig. 7:**
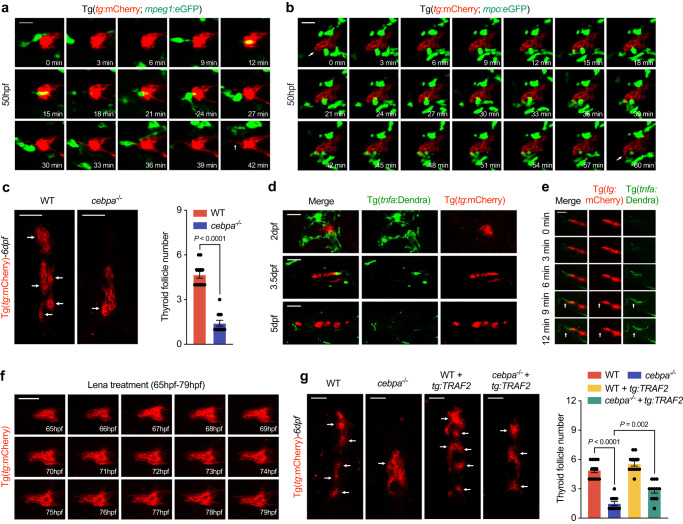
Cells of myeloid lineage secrete Tnf-α to promote NF-κB activation in zebrafish thyroid epithelial cells. **a** In vivo continuous observation of the interaction between macrophages [Tg(*mpeg*:eGFP)] and thyroid epithelial cells [Tg(*tg*:mCherry)]. Arrowhead notifies the extension of front epithelial cell after frequent interactions. **b** Interaction between neutrophils [Tg(*mpo*:eGFP)] and thyroid epithelial cells [Tg(*tg*:mCherry)]. Arrowheads indicate the extrusion of front epithelial cell. **c** Representative image and statistical analysis showing follicles formed in 6dpf wild-type and *cebpa*^*-/-*^ under Tg(*tg*:mCherry*)* background. **d** Tnf-α positive cells [Tg(*tnfa*:Dendra)] in touch with thyroid epithelial cells examined at times indicated on the left in zebrafish embryos. **e** In vivo continuous monitoring shows the interaction with Tnf-α positive cells promoted the extrusion of front thyroid epithelial cells. **f** Continuous in vivo observation of thyroid epithelial cell morphogenesis in zebrafish embryos treated with lenalidomide. **g** Representative images and statistical analysis of follicle numbers in wild-type and *cebpa*^*−/−*^ with or without TRAF2 overexpression in thyrocytes. Scale bar, 50 μm. Three independent experiments were carried for (**a** and **b**). In (**c** and **g**), data are shown as mean ± SD (*n* = 12 zebrafish/group, significance was determined by two-side Student’s *t* test or one-way ANOVA with post Tukey’s multiple comparisons test). Source data are provided as a Source data file.

Similar to the abnormal development of TP in zebrafish embryos treated with NF-κB inhibitors, fewer follicles and elevated *tshba* in *cebpa* knockout zebrafish, of which both macrophages and neutrophils were depleted were observed^38^ (Fig. 7c and Fig. S12a). The early migration of the whole TP to the cardiac outflow was not affected in 50hpf *cebpa* mutants, suggesting an influential role during later folliculogenesis stage (Fig. S12b). Otherwise apoptotic thyrocytes increased in *cebpa* mutants compared to wild-type zebrafish embryos (Fig. S12c).

To dynamically observe the interaction between TNF-α-expressing cells and thyrocytes, a stable TNF-α reporter transgenic line was generated as previously described^39^. From 2 dpf embryos, the TP was surrounded by TNF-α-positive cells, with morphology resembling macrophages and neutrophils (Fig. 7d). Following interaction with TNF-α-expressing cells, we observed the extension of front thyrocytes (Fig. 7e). Both Tnf transcript levels, the number of TNF-α-positive cells surrounding the development of TP were significantly reduced in *cebpa* mutants (Fig. S12d, e). The number of NF-κB-activated TFC were significantly reduced in *cebpa* mutants and lenalidomide- (CC-5013), a TNF-α secretion inhibitor^40,41^, treated embryos, supported the notion that myeloid cells secrete TNF-α to activate the NF-κB pathway in thyrocytes (Fig. S12f, g). Moreover, lenalidomide treatment suppressed TFC from migrating out of the TP in zebrafish (Fig. 7f). Similar epithelial cell clumping together were revealed by *slc5a5* staining in 5 dpf lenalidomide treated embryos (Fig. S12h). TNF receptor-associated factor 2 (TRAF2) plays a crucial role in the transmission of NF-κB signaling^42^. Overexpression of TRAF2 in thyrocytes partially restored the folliculogenesis defects in either *cebpa* mutants or lenalidomide-treated embryos (Fig. 7g and Fig. S12i). Rac1 overexpression restored the migration capacity of thyrocytes in the TP and partially restored the number of follicles formed in 5 dpf lenalidomide-treated embryos (Fig. S12j). In zebrafish embryos, the interactions between macrophages and TFC were not influenced with lenalidomide treatment (Fig. S13a). Pharyngeal vessel remodeling and late thyroid morphogenesis are not only spatio-temporally correlated, but also functionally linked^43^. Therefore, using zebrafish tg(*flk:*eGFP) transgenic line, we studied the development of heart and major vessels surrounding the thyroid gland with TPCA-1, BMS or lenalidomide treatment. At the concentration of drugs used, none of them could influence the development of pharyngeal vessels, suggesting relative specific role of TNF-α-NF-κB signaling pathway in thyroid folliculogenesis (Fig. S13b, c).

Collectively, myeloid lineages, including neutrophils and macrophages, secreted TNF-α, which promoted the activation of NF-κB in the proportion of immature thyroid epithelial cells, which triggered the adoption of the mesenchymal migratory phenotype for TP remolding. In vitro co-culture with the neutrophil cell line HL-60 increased the migration related protein expression in normal thyroid epithelial cell line Nthy-Ori3, and these effects were weakened by lenalidomide treatment (Fig. S13d). BMS treatment did not influence de novo folliculogenesis, and interestingly, TNF-α treatment stimulated the migration of thyrocytes in 3D thyroid follicle generation model using primary mouse thyrocytes (Fig. S13e). These results suggest that TNF-α-mediated NF-κB might not be required for follicle formation from single cells in vitro but is indispensable for the arborization or fragmentation of solid TP into follicles in vivo.

## Discussion

After cell specification, budding, relocalization, and bifurcation, the thyroid lobe, composed of a stratified solid mass of non-polarized cells, needs further fragmentation or arborization to form a multitude of single-layered mature follicles. Infiltration of vascular cells is required for the fragmentation of thyroid masses. The expression of adhesion molecules is highly dynamic during thyroid folliculogenesis and is a critical parameter for mass fragmentation^15^. Through continuous in vivo observation of the morphogenesis of the TP in zebrafish embryos, we found that finger-like thyrocyte protrusions extended out of the TP, which was followed by the collective migration of several thyroid epithelial cells to form new follicles. It seemed that thyrocytes actively migrated out of the TP but were not solely passively fragmented by vascular cells during thyroid folliculogenesis. After successive rounds of protrusion, migration, separation, and lumenogenesis, rows of thyroid follicles were formed along the midline in zebrafish embryos. Folliculogenesis was not synchronous, as revealed by the histological differences in thyrocytes in the central and peripheral regions of the mouse thyroid gland. Peripheral thyroid epithelial cells form open lumens at an earlier stage than central cells; the latter mostly show closed spheres at birth in mice. Through scRNA-seq and ST-seq, we identified two subtypes of thyroid epithelial cells, TFC-1 and TFC-2, in postnatal mice thyroid tissues at different stages. TFC-1, which is characterized by a mesenchymal phenotype and high migratory gene expression, is mostly localized in the central region of the thyroid gland. EMT or partial EMT of the epithelium plays a pivotal role during pancreatic islet formation^44^. Before the formation of endocrine islets, endocrine precursor cells are required to detach from the trunk epithelium, mediated by EMT^44^. Interestingly, the TFC-1 subtype was characterized by the activation of NF-κB and a high migratory capacity when compared with TFC-2 cells by scRNA-seq. In the present study, either suppression of NF-κB or motility of thyrocytes led to similar follicle growth defects in the mouse and zebrafish models, which could be restored by enhancing thyroid epithelial motility via Rac1 overexpression. Previous studies have reported that NF-κB is a ubiquitous transcription factor that plays a prominent role in mediating cells mesenchymal differentiation^45^. The complexes of NF-κB are activated by two major signal transduction pathways, namely, the canonical NEMO/IKKγ-dependent pathway and the non-canonical NEMO/IKKγ-independent pathway. Interestingly, in NEMO thyroid-specific knockout mice, the thyroid follicular architecture appears highly variable in diameter with irregular outlines, and significant thyroid cell loss accompanied by massive apoptosis has been observed^46^. Thus, all the data indicated that the TFC-1 subtype might play key roles in the formation of thyroid follicles when they obtain their migratory capacity, mediated by the activation of the NF-κB pathway, resulting in the EMT of cells. In fact, TNF-α inhibitory monoclonal antibody treatment of adult rheumatoid arthritis patients did not significantly alter thyroid function, suggesting that this signaling pathway might not be pivotal for proliferation and maintenance of thyroid follicles in adults^47^.

Directional cell migration is a complex and highly regulated process that requires constant crosstalk between the cells and their environment^48,49^. Cells must be able to perceive various environmental cues, often in the form of a gradient, and orient themselves such that they can move directionally toward the signal^4^. However, at this point, the morphogenesis of the TP seemed less similar to branching morphogenesis, as observed with other exocrine organs. The migration of thyroid epithelial clusters is not synchronized in the same direction but is more stochastic and local. Using scRNA-seq, we found that TNF-α derived from myeloid lineage cells induced the activation of NF-κB, which might mediated by the expression of TNF-α receptor *Tnfsf1ra* in TFC. The interaction of different myeloid cells with TFC in zebrafish embryos during the TP development was also confirmed. Interestingly, we provided a mechanism by which these mobile macrophages or neutrophils precisely send the TNF-α migration signal to target cells to induce NF-κB activation. The action model of TNF-α with its receptor in TP differed from the known action model of hormones and cytokines; therefore, we defined this action model of TNF-α in TP as “mobicrine”, meaning that when the mobile neutrophils or macrophages invade target tissues, they would carry and release hormones or cytokines into targeted sites, but would be taken away when they detach from the targeted cells. The interaction of myeloid cells with targeted cells were located in specific regions rather than the whole thyroid gland, providing cues for triggering the migration and separation of thyrocytes from the TP. Although the number of myeloid cells remained largely unchanged during various postnatal stages, the expression levels of *Tnfrsf1a* in thyrocytes were gradually decreased, suggesting that this signaling pathway is tightly regulated and developmentally required for thyroid folliculogenesis. It should be noted that we could not exclude the participation of other pro-inflammatory molecules, such as IL-1β, since they were also highly expressed in myeloid cells and could have activated NF-κB signaling. 

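The macrophage-, dendritic- and neutrophil-like classes together made up 11.2% (10.6% to 11.8%) of the cells of the library labelled day 5, 21.6% (20.3% to 22.9%) of that labelled day 10, 4.53% (3.98% to 5.14%) of that labelled day 20 and 9.97% (8.90% to 11.1%) of that labelled day 30. With T- and B-like cells left out of the denominator, a choice made after the thymocyte genes were seen, the shares were 12.6%, 25.7%, 16.4% and 18.9%. They are shares of dissociated cells and not numbers of cells in the gland. In TFC-like cells Tnfrsf1a had 51.0 CPM (46.7 to 55.6) in the library labelled day 5, 61.3 (48.8 to 76.0) in that labelled day 10, 57.8 (39.5 to 81.6) in that labelled day 20 and 70.0 (53.5 to 90.2) in that labelled day 30. The log2 ratio of the last to the first was 0.47 (0.05 to 0.85). The gene was seen in 23.2%, 15.5%, 15.7% and 17.4% of TFC-like cells, and in 4.74%, 5.26%, 3.88% and 5.67% of those thinned to 1000 UMIs. The direction rests on labels that developmental genes go against. From a stable number of myeloid cells and a falling receptor level, the paper proposes that the pathway is tightly regulated and needed in development for the formation of follicles.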

Future investigations might be needed to clarify this. Another interesting point is that a transient immune/inflammatory interference might also occur during the early development in fetuses and neonates of mothers with autoimmune thyroiditis, and our models here could possibly be consistent with transient forms of hypothyroidism evolving later in colloid goiters. Further studies of thyroid size and function in adult mice at later time points after a short early course of TPCA1 treatment would be helpful to answer this.

## Methods

### Study approval

All studies were conducted according to the guidelines approved by the ethics committee of Shanghai Ninth People’s Hospital (Approval No. SH9H-2021-A99-1).

### Animals

Wild-type (WT) mice were obtained from Cyagen Biosciences, China. All mice were housed in a pathogen-free environment with the temperature maintained at 23 ± 2 °C and relative humidity at 50–65% under 12 h light/dark cycle. Mice were fed with normal chow (cat:19123123, Beijing KeaoXieli Feed Co., Beijing, China) with free access to food and water. Mice were euthanized with a combination of CO2 and cervical dislocation to guarantee the death of the animals. Zebrafish were housed in the zebrafish center of Shanghai Ninth People’s Hospital. 5–20 adult mixed-sex fish per liter were grown in water with temperature, pH, and conductivity monitored daily and maintained at 26–29 °C, 7–8, and 200–3000 micro-Siemens, respectively. Live brine shrimp in addition to standard diet were used to feed adult fish.

#### 10 × single-cell RNA sequencing (scRNA-seq) of mice thyroid tissues

##### Single-cell separation of mice thyroid tissues

Thyroid tissues dissected from C57BL/6 mice of postnatal days 5, 10, 20, and 30 were washed twice in 1 × PBS (Gibco) and cut into 1 mm^3^ pieces. Tissue pieces were then enzymatically digested with a 3 mL digestion medium containing 5 mg/mL collagenase I/II, 0.2 u/mL dispase (Gibco), and 0.1 mg/mL DNAase. These samples were subsequently incubated at 37 °C for 30 min in a water bath shaker. The suspended cells were washed with 20% fetal bovine serum (FBS) in Dulbecco’s modified Eagle’s medium (DMEM), filtered through a 40 µm Cell-Strainer nylon mesh (BD), and centrifuged at 700 × g for 10 min. After washing with MACS buffer, dead cells were removed using the Dead Cell Removal Kit (Miltenyi Biotec, Bielefeld, Germany). The samples with cell viability >90% were assessed by trypan blue staining, were passed for initial quality control.

##### Single-cell RNA sequencing

scRNA-seq was performed using the 10 × Genomics platform, and single-cell suspensions were prepared as described above. Sample libraries were prepared according to the Chromium Single Cell 3’ Library and Gel Bead Kit instructions (v2-v3) and were sequenced on an Illumina NovaSeq 6000 System. The gene-barcode matrices were generated using CellRanger’s (v2-4) recommended pipeline, which aligned the droplet-based sequencing data against the mouse mm10 reference genome and counted the UMIs for each cell. The output was a count matrix containing all UMI counts for each droplet.

##### Data processing and Quality control of scRNA-seq data

Sequences obtained using the 10 × Genomics scRNA-seq platform were demultiplexed and mapped to the mouse mm10 reference genome using CellRanger (v3.0.1) recommended pipeline. The output of Cell Ranger is a raw count matrix for each sample, which records the unique molecular identifier (UMI) counts per gene and associated cell barcodes. Low-quality cells and genes were removed using Seurat V3.6.3^50^ (http://satijalab.org/seurat/). We first filtered out low-quality cells that fit any of the following criteria: proportion of mitochondrial gene counts >10%, UMIs <200, or UMIs >10,000. Cells expressing high levels of hemoglobin-encoding genes were also discarded. Genes expressed in less than three cells were removed. Computational inference of doublets was performed by the Scrublet package^51^. The expected doublet rate was set to 0.06. Doublets identified in each sample individually were excluded from the following analyses. After excluding low-quality cells and potential duplicates, we obtained 29,914 cells in total: 6481 cells from 10 mice on postnatal day 5; 5110 cells from 10 mice on postnatal day 10; 5996 cells from 10 mice on postnatal day 20; and 12,327 cells from 10 mice on postnatal day 30.

##### scRNA-seq data analysis

Data normalization, dimensional reduction, batch effect removal, clustering, and visualization were performed with the Seurat package. The four datasets were integrated using the SCTransform integration workflow on Seurat. The FindNeighbors() and FindClusters() function in Seurat were used for cell clustering. Meanwhile, shared nearest neighbor graph-based clustering was performed on the principal components analysis (PCA)-reduced data to identify the cell clusters. The resolution was set to 0.9 to obtain the major cell types of thyroid tissues. Seurat’s DimPlot function was used to generate the UMAP (Uniform Manifold Approximation and Projection). The cell identity of each cluster was determined with SingleR (v1.0.6) package^52^ and then refined based on the expression of canonical marker genes. We identified endothelial cells (*Flt1*, *Kdr*, *Podxl*), fibroblasts (*Dcn*, *Col1a1*, *Col1a2*), macrophages (*C1qa*, *C1qb*, *Cd68*), neutrophils (*S100a8*, *Il1b*), epithelial cells (*Epcam*, *Chchd10*, *Tg*), T cells (*Cd3d*, *Cd3g*, *Trbc1*, *Trbc2*), B cells (*Cd79a*, *Cd79b*, *Igkc*), stromal cells (*Acta2*, *Tagln*, *Myh11*), dendric cells (*H2-Ab1*, *H2-Aa*, *Plbd1*), lymphatic endothelial cells (*Lyve1*), mast cells (*Il7r*, *Gata3*, and *Rora*), and nerve cells (*Plp1*), which represented all major cell types in thyroid tissues. The Harmony method was also used for Batch effects correction to confirm clustering consistency^24^.

##### Differential expression and functional enrichment analysis

To identify marker genes for each cluster, the FindAllMarkers() function using default parameters, which implements a Wilcoxon rank-sum test comparing the gene expression of cells within a given cluster versus all other cells, was used. This test was also used for identifying the marker genes for TFC-1 and TFC-2. To identify DEGs for GO and KEGG analyses, we used the MAST framework as implemented in the Seurat FindMarkers() function and set the “latent.vars” argument to “nFeature_RNA,” which is equivalent to adjusting for the cellular detection rate^53^. We selected genes with an average log-fold change >0.5 and adjusted *P*-values < 10^−20^. Gene Ontology (GO) analysis and pathway enrichment of DEGs (TFC-1 and TFC-2) were analyzed using Metascape (http://metascape.org) with default parameters and performed based on the KEGG pathway^54^ and GO_Biological Processes. Mouse genes were converted to their human orthologs. Then GSEA (v4.0.3)^55^ was performed between TFC-1 and TFC-2, and the hallmark gene sets were used as the database. The permutation type was set to phenotype, and the number of permutations was 1000. *P*-values of both over-representation analyses and the GSEA were adjusted to FDRs, and a gene set was considered significant if FDR < 0.05.

##### Trajectory analysis

TFCs clusters and accompanying nonnormalized gene expression count data from the final integrated Seurat object were used as inputs to create Monocle v2 newCellDataSet^31,56^. Differential expression between clusters was calculated using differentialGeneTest function in Monocle. DDRTree method was used for dimensionality reduction, and the pseudo-time trajectory plot was generated using Monocle’s plot_cell_trajectory function, where cells were colored by pseudo-time placement. Differential expression analysis among different TFC types was performed, and the top 100 pseudo-time-dependent genes were displayed for visualization and GO analysis and pathway enrichment.

##### Ligand–receptor interaction analysis

The average expression level and *P*-value for each ligand–receptor pair were obtained using the statistical framework of CellPhoneDB^36^. Briefly, reference list of human ligand–receptor pairs previously published^37^ were selected and converted into mouse orthologs using the Ensembl biomaRt package^57^.The ligand–receptor score was defined as the mean of the average log-normalized expression of the receptor gene in one cell type and the average log-normalized expression of the ligand gene in a second cell type. Permutation test was used to identify enriched ligand–receptor interactions. For each of the 1000 permutations, we randomly shuffled the cell-type and time-point labels and calculated the interaction scores for all possible combinations. Repeating this 1000 times generated a null distribution of the interaction scores for each ligand–receptor pair. We compared the actual interaction scores of specific [ligand cell A – receptor cell B] to the null distribution scores and *P* values were calculated as the proportion of null scores.

#### Spatial transcriptome analysis of mice thyroid tissues

##### Mouse thyroid tissue collection and slide preparation

For ST transcriptional analysis, dissected thyroid cartilage area tissues from two mice were gently washed with cold phosphate-buffered saline (PBS) (Gibco, catalog no. 20012–043). Then the tissues were placed in an OCT-filled mold and snap-frozen in isopentane and liquid nitrogen. Tissue blocks were stored at −80 °C for a maximum of 1 month before use. The Visium Spatial Gene Expression Slide (10 × Genomics, PN-1000185, Pleasanton, CA, USA) includes four capture areas (6.5 mm × 6.5 mm), each capture area has ~5000 gene expression spots, each spot with primers that include Illumina TruSeq Read 1 (partial read 1 sequencing primer), 16-nucleotide (nt) spatial barcode (all primers in a specific spot share the same spatial barcode), 12-nt UMI; 30-nt poly(dT) sequence (captures polyadenylated mRNA for cDNA synthesis).

##### RNA integrity number (RIN) detection

RNeasy Mini Kit (QIAGEN, catalog no. 74104) was used to test the RIN. After taking 10 slices of 10 mm thick cryosections, RNA was extracted and analyzed by RNeasy Mini Kit immediately. An RIN of ≥7 is qualified.

##### Optimization of the permeabilization time

Before using a new tissue for generating Visium Spatial Gene Expression libraries, the permeabilization time was optimized. Briefly, the Visium Spatial Tissue Optimization workflow included placing thyroid tissue sections on seven-capture areas on a Visium Tissue Optimization slide (10 × Genomics, PN-1000186, Pleasanton, CA, USA). The sections were fixed, stained, and then permeabilized for different times (0, 3, 6, 12, 18, 24, and 30 min). Tissue permeabilization with 24 min results in maximum fluorescence signal in the thyroid region.

##### Tissue cryosectioning, fixation, staining, and bright-field imaging for ST

For cryosectioning, both the tissue block and the Visium slide were equilibrated inside the cryostat for 20 min at 16 °C before sectioning. Transverse sections through the entire bilateral thyroid were cut at a thickness of 10 μm and immediately placed on the Visium array slide. Then the section was fixed for 10 min with 3.6% formaldehyde in PBS, stained with hematoxylin and eosin, and mounted in 80% glycerol for bright-field imaging. Imaging was taken on a Leica SCN400 F whole-slide scanner at 40 × magnification.

##### Construction of cDNA libraries and sequencing

After bright-field imaging, the thyroid ST slide was permeabilized at 37 °C for 24 min and washed with 100 μl of 0.1 × SSC buffer. Then the on-slide reverse transcription (RT) reaction was performed at 53 °C for 2 h. Second-strand synthesis was subsequently performed on slide for 15 min at 65 °C. Following second strand synthesis, the thyroid sample was transferred to tubes containing tris-HCl (1 M; pH 7.0) for amplification and library construction. Library quality was assayed using a 1 μl sample on a Bioanalyzer High Sensitivity chip (Agilent, catalog no. 50674626). 10× Genomics Visium libraries were prepared and sequenced on Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) using a 28 bp + 120 bp paired-end sequencing mode. Sequencing data were processed using the Space Ranger pipeline v.1.0.0 (10 × Genomics). This generated data sets containing 1128 spots.

##### ST data processing and cell-type estimation

Raw fastq files were processed using the Space Ranger (V1.2.1), and Seurat (V3.2.2) was used to process the Space Ranger output files. For the gene-spot matrixes generated by Space Ranger, some routine statistical analyses were performed first, including calculating the number of the detected UMIs and genes in each spot. On this basis, the spots with extremely low UMIs or genes were removed, and mitochondrial and ribosomal genes were filtered. According to morphological staining, we excluded non-thyroid area spots. This QC generated data sets containing 454 spots.

After QC, we used the R package harmony (v1.0) to integrate the expression data of the two mice thyroid tissues and used the Seurat package (v3.1.5) to perform the basic downstream analysis and visualization. In detail, UMI counts in each spot were normalized by the total transcript count and then scaled by the median number transcript count across all spots. Then we identified 2000 highly variable genes according to their expression means and variances for PCA, which was performed to project the spots into a low-dimensional space (the first 20 principal components). Then, by setting the sample source as the batch factor and using the “RunHarmony” function, we iteratively corrected the spots’ low-dimensional PC representation to reduce the impact of individual differences. After this step, the corrected PC matrixes were used to perform unsupervised shared-nearest-neighbor (SNN)-based clustering and UMAP visualization analysis. In addition, to extract marker genes specific to each of all or selected clusters, a two-tailed Student’s *t* test was used, *P* < 0.001. We identified TFC (*Tg*, *Tpo*), PTC (*Pth, Chga*), and adipocyte (*Fabp4*, *Ucp1*), which represent all major cell types in the thyroid slide.

##### Determination of cell-type enrichment and depletion by multimodal intersection analysis (MIA)

MIA was done as previously reported. Briefly, in the scRNA-seq data, we defined the gene sets for each cell type by identifying genes with statistically higher expression in the cells annotated to that cell type and compared their expression to that in the remaining cells (*P* < 10^−20^, two-tailed Student’s *t* test). For the ST data, we identified genes with significantly higher expression in each spatial region relative to the others (*P* < 0.001, two-tailed Student’s *t* test). With the specific gene sets extracted from the scRNA-seq and ST datasets, the overlap between each pair of cell type-specific and tissue region-specific gene sets was analyzed using MIA. The results were displayed using a hypergeometric test, which is used to infer the significance of the intersection of genes specifically expressed in each cell type identified by scRNA sequencing and genes specifically expressed in each tissue region by ST sequencing. The significance of the overlap between ST genes and cell type marker genes was quired using hypergeometric cumulative distribution, with all genes as the background to compute the *P*-value. In parallel, we tested for cell-type depletion by computing −log10(1 − *P*-value). By this method, the “MIA map” was obtained by analysis of all pairs of cell type- and thyroid region-specific genes.

##### GO and GSEA and analysis

For GO analysis of TFC-central and TFC-peripheral cell types by using the Metascape tool (http://metascape.org)^58^ with default parameters, we took all marker genes with an average log-fold change >0.5 and adjusted *P* values < 0.001. Functional enrichment analysis was performed based on the KEGG Pathway and Gene Ontology_Biological Process. The statistical significance was tested by hypergeometric test and adjusted by Benjamini-Hochberg *P* value correction algorithm. After gene conversion from mouse to human, GSEA was done using the fgsea R package, using the MSigDB Hallmark gene sets. The permutation type was set to phenotype and the number of permutations was 1000. *P*-values of both over-representation analyses and the GSEA were adjusted to FDRs and a gene set was considered significant if FDR < 0.05.

#### Experiments carried out in mouse models

##### Intraperitoneal injection of NF-κB inhibitors

TPCA-1 (Selleck, 507475-17-4) with a concentration of 10 mg/kg was used for the mice’s intraperitoneal injection.

##### Determination of TSH and thyroid hormone levels

Serum TSH, Thyroxine, and Triiodothyronine concentrations were measured using a commercial ELISA kit (CUSABIO: P12656, Cloud-Clone Corp: CEA452Ge, and CEA453Ge) according to the manufacturer’s instructions.

##### Polychromatic immunofluorescence staining with tyramide signal amplification fluorophore

Polychromatic immunofluorescence staining was performed using a four-color multiple fluorescent immunohistochemical staining kit (Absin, abs50012) according to the manufacturer’s instructions. Briefly, paraffin sections of the mice’s thyroid tissues were dewaxed with xylene and rehydrated with ethanol. After antigen retrieval using sodium citrate, the slices were blocked and incubated with primary antibody for 1 h at room temperature. Incubation with horseradish peroxidase (HRP)-labeled secondary antibody was followed by tyramide signal amplification (TSA) fluorophore staining. For the next round of protein staining, the slices were boiled in antigen retrieval buffer to remove residual unbound antibodies from the previous round. After counterstaining with DAPI and mounting in glycerol and gelatin, the slices were imaged for 5 days. Antibodies used: E-cadherin (Servicebio, GB12083, 1:500); β-catenin (Sigma, C2206, 1:1000); NKX2-1(Servicebio, GB14157, 1:200); P65 (CST, 8242, 1:400); Phospho-NF-κB p65 (Ser536) (CST, 3033, 1:800); CD68 (Servicebio, GB113109, 1:100); TNF-α (Servicebio, GB11188, 1;200); Vimentin (Servicebio, GB11192, 1:200); MCAM (Invitrogen, 14-1469-82, 1:200); Phospho-IKKα/β (CST, 2697, 1:50); Thyroxine (Abcam, ab30833, 1:50) and IL-1 beta (Servicebio, GB11113, 1:800).

##### RNA-scope combined with or without immunofluorescence analysis

The RNA-scope assay was performed on thyroid sections using the RNA-scope Multiplex Fluorescent Reagent Kit v2 (323100; Advanced Cell Diagnostics (ACD), Hayward, CA, USA). Briefly, tissue sections were deparaffinized with xylene and 100% ethanol and incubated with hydrogen peroxidase for 10 min at room temperature. They were then treated with target retrieval reagent for 30 min at 98–102 °C and Protease Plus (Pretreatment kit 322381; ACD) for 15 min in a HybEZ hybridization oven (ACD) at 40 °C. The slides were hybridized with the probes for Ms-*pax8* (574431-C2), Ms-*tnfrsf1a* (438941), and Ms-*map4k4* (446661) in an oven at 40 °C for 2 h. After hybridization, the slides were subjected to signal amplification by incubation with AMP1, AMP2, AMP3, and C1-HRP (in that order) using a detection kit, and the hybridization signal was detected using Opal 570 (FP1488001KT; Akoya Biosciences, USA) (1:1500). If immunofluorescence analysis was performed, the slides were blocked with HRP-block buffer and then subjected to TSA fluorophore staining.

##### Tissue immunohistochemical staining assays

Immunohistochemical staining was performed as instructed. In brief, paraffin sections of 5 μm thickness were prepared. The sections were deparaffinized, treated with 3% H_2_O_2_ for 10 min, autoclaved in 10 mM citric sodium (pH 6.0) for 30 min for heat-induced antigen retrieval, and then incubated with primary antibodies at 4 °C overnight; this was followed by incubation with biotinylated secondary antibody for 1 h at room temperature. Finally, 3,3-diaminobenzidine tetrahydrochloride was used as a coloring reagent, and hematoxylin was used as a counterstain for the nuclei. Antibodies used includes: E-cadherin (Servicebio, GB12083); TPO (Servicebio, GB14160); P65 (CST, 8242, 1:400).

##### In vitro thyroid folliculogenesis on Matrigel and immunofluorescence

Mouse thyroid follicles were isolated according to a previously published protocol^59^, with minor modifications. Thyroid lobes were dissected from 3-week-old mice. The lobes were collected in a 1.5-ml microcentrifuge tube containing 1 ml of digestion medium, which consisted of 100 μ/ml collagenase I, 100 μ/ml collagenase II, and 1 μ/ml dispase, dissolved in DMEM/F-12. Enzymatic digestion was carried out for 1 h in a 37 °C water bath, with manual shaking every 15 min. After digestion, Single-cell suspensions were obtained by filtering through a 40 μm cell-Strainer nylon mesh (BD). The cells were seeded on Matrigel (Corning, 356234) and cultured in F12 medium supplemented with 5% FBS, 5 μg/mL transferrin, 10 μg/mL bovine insulin, 360 pg/mL hydrocortisone, 10 ng/mL somatostatin, 100 ng/mL Gly-His-Lys, 100 μg/mL penicillin-streptomycin, 2.5 mg/mL NaHCO_3_, and 1 mμ/L TSH. To visualize the follicles in 3D Matrigel, the cells were fixed for 15 min in 4% paraformaldehyde (PFA), washed with quenching solution (100 mM Glycine in PBS), and permeabilized with permeabilization buffer (0.5% Triton X-100 in PBS) for 3 h at room temperature. Then after washing and blocking, primary and secondary antibodies were successively incubated for 1–2 days at 4 °C.

#### Experiments carried out in zebrafish models

##### Zebrafish husbandry

Zebrafish maintenance and staging were performed using standard protocols^60^. This study was approved, and the methods were carried out in accordance with the approved guidelines. Transgenic zebrafish lines *mpeg1:eGFP*, *mpo*:*eGFP*^61^, *flk1*: *eGFP*^62^ and *tg*:*eGFP* were obtained from China zebrafish resource center. *Tg*:*mCherry* was created by our lab^63^. The *cebpa*^∆CA^ zebrafish lines was a gift from Jun Zhu’s lab^64^. The plasmid used for creating Tg(*nfkb*: *eGFP*) was a gift from John Rawls (Addgene plasmid # 44922)^33^. For Tg(*tnfa: dendra*) transgenic lines, the TNFa promoter (Gene ID: 405785) was amplified from zebrafish genomic DNA^39^ and then cloned into Tol2 vector backbone (Addgene, plasmid # 51462) upstream of dendra2. The plasmids were linearized and co-injected with transposon mRNA at the zebrafish one-cell stage. Stable transgenic lines were finally obtained by offspring fluorescence screening.

##### Chemical treatment on zebrafish embryos

Zebrafish embryos were incubated in an E3 medium containing TPAC1 (Selleck, 40 μM), BMS-345541 (Selleck, 20 μM), lenalidomide (Selleck; S1029; 10 μM), and NSC 23766 trihydrochloride (Abcam, 10 μM) from 24hpf until collection.

##### Constructs

TRAF2 was generated from human cDNA of open reading frame sources using PCR. Human NFKBIA (IκBα) with S32/36 A mutations^35^ was cloned under the control of the *Tg* promoter. For transiently overexpression IκBα in the thyroid cells of zebrafish embryos, wild-type embryos were co-injected with 30 ng/μL of Tol2 transposase mRNA with either 30 ng/μL of Tol2 *tg*:nfkbia or Tol2 *tg*:mCherry at the one-cell stage. Capped mRNA encoding for Tol2 transposase was generated by in vitro transcription using mMessage mMachine SP6 kit (Ambion), and NotI linearized pCS-zT2TP plasmid^65^ as a template.

##### Whole-mount in situ hybridization

Briefly, after fixation, the zebrafish embryos were first treated with 8% H2O2 and 50% formamide/2XSSCT (9:1) for 20 min to avoid pigmentation. After which the samples were dehydrated using methanol and rehydrated on the day doing WISH. Samples were permeabilized and hybridized using Digoxin labeled RNA probes as indicated. Antisense probes for *tg* and *tpo* were transcribed in vitro using the T7 transcription kit (Roche) from a plasmid containing zebrafish thyroglobulin or thyroid peroxidase. After alkaline phosphatase conjugated anti-Digoxigenin antibody incubation overnight, the signals were detected using NBT/BCIP substrate. Images were captured using the Nikon SMZ25 microscope.

##### Zebrafish whole-mount immunofluorescence assay

In brief, embryos were fixed in 4% PFA overnight at 4 °C and were then dehydrated with methanol at −20 °C. The dehydrated embryos were washed three times with PBST, followed by proteinase K treatment. The embryos were re-fixed with 4% PFA at room temperature for 20 min and washed three times with PBST. After blocking for 1 h at room temperature with blocking solution (2 mg/mL bovine serum albumin, 10% FBS, 0.3% Triton-X100, and 1% dimethyl sulfoxide in PBST), antibodies were added to the blocking solution and incubated at 4 °C overnight. The samples were then washed thrice with PBST and incubated with the secondary antibody for 2 h. Finally, after washing thrice with PBST, images of the embryos were captured using confocal microscopy. The antibodies used were anti-thyroxine (Abcam, ab30833; 1:50) and anti-TNF-α (Santa Cruz, sc-133192; 1:100).

##### Confocal microscopy

Live embryos were anesthetized and mounted on dishes with 1% low-melting agarose. Confocal images were captured using a Nikon A1 confocal laser microscope. The images were analyzed using Nikon confocal software and Image J.

##### Real-time qPCR

After treatment with DNase I (Ambion), RNA was prepared using the TRIzol reagent (Invitrogen, H10522) and then subjected to cDNA synthesis using a cDNA synthesis kit (ABI). Real-time PCR was performed using a Fast Start Universal SYBR® Green Master Rox probe (Roche Applied Science, 13800300) and Mastercycler thermal cycler (Eppendorf, 22331).

#### Experiments carried out in vitro cell lines

##### Cell culture and reagents

Cells were cultured in a humidified incubator at 37 °C in the presence of 5% CO_2_. Nthy-Ori3 (Sigma, 90011609) and HL60 cells (Sigma, 98070106) were cultured in RPMI-1640 medium supplemented with 10% FBS, 100 IU/mL penicillin, and 100 μg/mL streptomycin (Gibco). TNF-α (Sigma; T0157) and lenalidomide (Selleck; S1029) were used for cell treatments.

##### Western Blot

Proteins from cell lines in lysis buffer (Beyotime, P0013) and protease inhibitor cocktail (Roche, 04693132001) were stored on ice for 40 min as instructed. The antibodies used for western blot were as follows: mouse anti-IQGAP1(Invitrogen, 33-8900; 1:1000), rabbit anti-Vimentin (Servicebio, GB11192, 1:1000), rabbit anti-MMP1 (Thermo, PA5-115581, 1:1000), rabbit anti-MMP2 (Servicebio, GB11130, 1:500), mouse anti-GAPDH (Sigma, WH0002597M1, 1:2000).

### Statistical analysis

As with non–scRNA-seq studies, data were presented as the mean ± standard deviation (SD). Group comparisons of normally distributed data were performed using an unpaired Student’s *t* test. One-way ANOVA, followed by Tukey’s test was used for multiple groups comparison. Fisher’s exact test was used for testing the independence of categorical data. Statistical analysis was performed in GraphPad Prism 7.04 (GraphPad Inc.). Statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All data associated with this study are presented in the paper and the Supplementary Materials. This study did not generate any unique code. All software and algorithms used in this study are freely or commercially available and are listed in the Methods section. The sc-RNA seq data and the spatial seq data generated in this study are available in GEO database with accession code GSE231954. The resulting fastq files were aligned to the mouse reference genome (mm10) (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/). Source data are provided with this paper.

# Supplementary material for: Myeloid cells interact with a subset of thyrocytes to promote their migration and follicle formation through NF-κB
**Source:** Nat Commun. 2023 Dec 6;14:8082. doi: 10.1038/s41467-023-43895-8
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Image data was collected using NIS Elements (Nikon, V4.50.00)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | For single cell RNA sequencing, data was processed using CellRanger (v3.0.1) recommended pipeline. Further analysis was conducted in R (V3.6.1) using Seurat (V3.1.1). Monocle2 (v2.8.0) in R was used to determine the pseudotimes of TFCs development. Cell-cell interaction was performed by CellphoneDB (V2.0). In non-scRNA-seq studies, data were presented as the mean ± standard deviation (SD). For GO analysis of TFC-central and TFC-peripheral cell types by using the Metascape tool ( <a href="http://metascape.org">http://metascape.org</a> ). The statistical significance was tested by hypergeometric test and adjusted by Benjamini-Hochberg P value correction algorithm. For the ST data, genes with significantly higher expression in each spatial region relative to the others were identified (P < 0.001, two-tailed Student's t-test). With the specific gene sets extracted from the scRNA-seq and ST datasets, the overlap between each pair of cell type-specific and tissue region-specific gene sets was analyzed using MIA. The results were displayed using a hypergeometric test Group comparisons of normally distributed data were performed using an unpaired Student's t-test. One-way ANOVA, followed by Tukey's test was used for multiple groups comparison. Fisher's exact test was used for testing the independence of categorical data. Statistical analysis was performed in GraphPad Prism 7.04 (GraphPad Inc.). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data associated with this study are presented in the paper and the Supplementary Materials. This study did not generate any unique code. All software and algorithms used in this study are freely or commercially available and are listed in the Methods section. The sc-RNA seq data and the spatial seq data generated in this study are available in GEO database with accession code GSE231954 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231954>). The resulting fastq files were aligned to the mouse reference genome (mm10) ([https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/)). Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. Sample sizes were chosen based on sample availability and fundation.                   |
| Data exclusions | No data were excluded for analysis.                                                                                                                |
| Replication     | For each representative image/data, experiments were performed at least three times with similar results unless otherwise noted in the manuscript. |
| Randomization   | All samples were randomly allocated into groups.                                                                                                   |
| Blinding        | Blinding was not possible as groups were divided by different treatments.                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | NKX2-1(Servicebio, GB14157); vimentin (Servicebio, GB11192); MCAM (Invitrogen, 14-1469-82); P65 (CST, 8242); Phospho-IKK $\alpha$ / $\beta$ (CST, 2697); Phospho-NF- $\kappa$ B p65 (Ser536) (CST, 3033); E-cadherin (Servicebio, GB12083); TPO (Servicebio, GB14160); Thyroxine (Abcam, ab30833); CD68 (Servicebio, GB113109); IL-1 beta (Servicebio, GB11113);TNF- $\alpha$ (Servicebio, GB11188); IQGAP1(Invitrogen, 33-8900); Vimentin (Servicebio, GB11192); MMP1 (Thermo, PA5-115581); MMP2 (Servicebio, GB11130);GAPDH (Sigma, WH0002597M1)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Validation      | <p>Anti-Anti-TTF1(Homeobox protein Nkx-2.1) Mouse mAb, Servicebio, Cat# GB14157. Supplier validation: "Species reactivity, Reacts with: Human, applications Suitable for: IHC, IF".</p> <p>Anti -Vimentin Rabbit pAb, Servicebio, Cat# GB11192, Supplier validation: "Species reactivity, Reacts with: Human, Mouse, Rat, applications Suitable for: IHC, IF, WB".</p> <p>Anti -CD146 Monoclonal Antibody (P1H12), eBioscience, Invitrogen, Cat# 14-1469-82, Supplier validation: "Species reactivity, Reacts with: Dog, Human, Mouse, Rabbit, applications Suitable for: ICC/IF, Flow Cyto, WB, IHC-P".</p> <p>Anti -NF-<math>\kappa</math>B p65 (D14E12) XP<sup>®</sup> Rabbit mAb, CST, Cat#8242, Supplier validation: "Species reactivity, Reacts with: Human, Mouse, Rat, applications Suitable for: ICC/IF, Flow Cyt (Intra), WB, IHC-P".</p> <p>Anti -Phospho-IKK<math>\alpha</math>/<math>\beta</math> (Ser176/180) (16A6) Rabbit mAb, CST, Cat#2697, Supplier validation: "Species reactivity, Reacts with: Human, Mouse, Rat, applications Suitable for: WB, IHC-P".</p> <p>Anti -Phospho-NF-<math>\kappa</math>B p65 (Ser536) (93H1) Rabbit mAb, CST, Cat#3033, Supplier validation: "Species reactivity, Reacts with: Human, Mouse, Rat, applications Suitable for: WB, IHC-P, IF".</p> <p>Anti -E Cadherin Mouse mAb, Servicebio, Cat#GB12083, Supplier validation: "Species reactivity, Reacts with: Human, Mouse, Rat, applications Suitable for: IHC/IF".</p> <p>Anti -Thyroid Peroxidase/TPO Mouse mAb, Servicebio, Cat#GB14160, Supplier validation: "Species reactivity, Reacts with: Human, applications Suitable for: IHC/IF".</p> <p>Anti-Thyroxine antibody,Abcam, Cat#ab30833,Supplier validation: "Species reactivity, Reacts with: Human, , applications Suitable for: ELISA,RIA".</p> <p>Anti -CD68 Rabbit pAb, Servicebio, Cat#GB113109, Supplier validation: "Species reactivity, Reacts with: Mouse, Rat, applications Suitable for: IHC/IF".</p> <p>Anti -TNF-alpha Rabbit pAb, Servicebio, Cat#GB11188, Supplier validation: "Species reactivity, Reacts with: Mouse, Rat, applications Suitable for: IHC/IF".</p> <p>Anti -IQGAP1 Monoclonal Antibody (AF1), Invitrogen,Cat#33-8900, Supplier validation: "Species reactivity, Reacts with: Human, Mouse, Non-human primate, applications Suitable for: WB, IP, IF and ELISA".</p> <p>Anti -Vimentin Rabbit pAb, Servicebio, Cat#GB11192, Supplier validation: "Species reactivity, Reacts with: Human, Mouse, Rat, applications Suitable for: WB, IHC, IF".</p> <p>Anti -MMP1 Polyclonal Antibody,Thermo, Cat#PA5-115581, Supplier validation: "Species reactivity, Reacts with: Human, applications Suitable for: WB, ICC/IF".</p> <p>Anti -MMP2 Rabbit pAb Rabbit pAb, Servicebio, Cat#GB11130, Supplier validation: "Species reactivity, Reacts with: Human, Mouse, Rat, applications Suitable for: WB, IHC, IF".</p> <p>Anti -Monoclonal Anti-GAPDH antibody produced in mouse, Sigma, Cat#WH0002597M1, Supplier validation: "Species reactivity, Reacts with: Human, applications Suitable for: WB".</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------|
| Cell line source(s)                                               | Nthy-Ori3 (Sigma, 90011609) and HL60 cells (Sigma, 98070106) were used.        |
| Authentication                                                    | The cell-lines were not authenticated.                                         |
| Mycoplasma contamination                                          | All cell lines were tested negative for mycoplasma.                            |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None of the cell lines is listed in the ICLAC Register of misidentified lines. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Wild-type (WT) mice were obtained from Cyagen Biosciences, China. All mice were housed in a pathogen-free environment with the temperature maintained at  $23 \pm 2^\circ\text{C}$  and relative humidity at 50 to 65% under 12 hours light/dark cycle. Mice were fed with normal chow (cat:19123123, Beijing KeaoXieli Feed Co., Beijing, China) with free access to food and water. Mice were euthanized with a combination of CO<sub>2</sub> and cervical dislocation to guarantee the death of the animals. Zebrafish were housed in the zebrafish center of Shanghai Ninth People's Hospital. 5-20 adult mixed-sex fish per liter were grown in water with temperature, pH, and conductivity monitored daily and maintained at 26–29° C, 7–8, and 200–3000 micro-Siemens, respectively. Live brine shrimp in addition to standard diet were used to feed adult fish. Zebrafish maintenance and staging were performed using standard protocols. Transgenic zebrafish lines mpeg1:eGFP, mpo:eGFP, flk1: eGFP and tg:eGFP were obtained from China zebrafish resource center. Tg:mCherry was created by our lab (reference seen in the manuscript). The cebpa $\Delta$ CA zebrafish lines was a gift from Jun Zhu's lab (reference seen in the manuscript). The plasmid used for creating Tg(nfkb: eGFP) was a gift from John Rawls (Addgene plasmid # 44922). For Tg(tnfa: dendra) transgenic lines, the TNFa promoter (Gene ID: 405785) was amplified from zebrafish genomic DNA and then cloned into Tol2 vector backbone (Addgene, plasmid # 51462) upstream of dendra2 (reference seen in the manuscript). The plasmids were linearized and co-injected with transposon mRNA at the zebrafish one-cell stage. Stable transgenic lines were finally obtained by offspring fluorescence screening.

### Wild animals

No wild animals were used.

### Reporting on sex

Sex was not considered in this study design since our preliminary experiments showed no differences of thyroid development based on sex.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

The study was approved by the ethics committee of Shanghai Ninth People's Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

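Mouse thyroids of postnatal day 5, 10, 20 and 30 were profiled by droplet single-cell RNA sequencing, with the tissue of 10 mice pooled into 1 library per age. The counts are raw UMI counts per gene and droplet barcode that the authors made with CellRanger on the mouse genome mm10, as deposited with no cell filter and no normalization. The libraries held 1745460 to 2258644 barcodes and 54921806 to 89039113 UMIs. A second table of the authors holds raw counts of 37503 barcodes that they took as cells, and only its list of barcodes was used, without its group numbers. A barcode of that list was assigned to the library whose matrix held most of its UMIs, and a barcode listed several times to as many libraries. Gene positions are those of GENCODE on GRCm38.

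Cells had 200 to 10000 UMIs, at most 10% mitochondrial UMIs and at most 5% hemoglobin UMIs. Doublets were scored per library with Scrublet in scanpy 1.11.5 at an expected rate of 0.06. The 6% of cells with the highest scores were removed, a rule chosen after the automatic threshold was seen to mark few cells in 3 libraries. Libraries were integrated with SCTransform (sctransform 0.4.2) and canonical correlation in Seurat 5.3.0 on 3000 features, and clustered on 30 principal components at a resolution of 0.9. A cluster took the class with the highest mean log2 fold of its markers over the median cluster, with at least 3 markers detected. It stayed unnamed where its 10 leading genes spoke for another class, or where it had few UMIs and no marker among them. Several versions of this rule were looked at after the clusters were seen, and a list of monocyte genes that bars the name neutrophil was added then.

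TFC-like cells were clustered again on 20 principal components, in steps of 0.05 of the resolution, without the list genes among the variable features. The resolution was the lowest at which at least 2 clusters held 5% of cells each. The stricter reading, in which every cluster holds 5%, was not met because of the cluster with 3.41% of cells. Levels are UMIs per 1000000 UMIs of a class (CPM), ratios between libraries use a pseudocount of 0.5 UMIs, and intervals are exact 95% Poisson or Clopper-Pearson binomial intervals that cover counting error only. Since each age has 1 library, no test across ages was made. Cells were thinned to 1000 or 2000 UMIs where shares of cells with a UMI were compared, and cells with fewer were left out. Free RNA was measured in droplets with 10 to 100 UMIs. A count of 0 is given with the level that 3 counts would have.

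Gene lists of Fig. 2a and 2b, the names printed in Fig. 2k, a list of NF-κB genes, one of immediate-early and heat-shock genes, oxidative phosphorylation genes and ribosomal protein genes were compared by their median log2 ratio over genes with at least 10 CPM. A percentile among 10000 random lists, matched on mean expression in 50 bins, describes each median. The names of Fig. 2k were not tested as a list, and between the TFC subclusters single genes among them were tested with all others. The Source Data copy used here held 10 sheets, the last that of Fig. 2e, and 84 sheets were left out of it. The rule for named genes took those of the Fig. 2a, 2b and 2k lists and the TNF genes. It also took at most 5 genes each of the NF-κB and immediate-early lists with the largest change. Among genes with at least 100 CPM, it took the 5 largest rises and falls that move one way through the libraries. Values of Fig. 2a and 2b in the Source Data had been seen when this rule was written. Other named genes fall outside it. H19, Igf2, Dlk1, Rag1, Mia, Grp and the leading genes of clusters were chosen after their values were seen. Marker genes and the genes of single checks were named as well.

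TFC subclusters were compared on UMI sums with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, library as block), lists with camera at a preset correlation of 0.01 and with fry in limma 3.58.1, and DESeq2 1.42.0 was run as an alternative, all in R 4.3.3. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 served for the rest. The edgeR comparison was tested on simulated data with 200 genes changed. It recovered 99% of genes changed 4-fold and 67.3% of those changed 2-fold, with 7 false calls. The groups were fixed in the simulation, so its false calls do not cover the choice of clusters.

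The alternatives left out the upper UMI limit, kept doublets, left out integration, or asked for at least 1000 UMIs, at most 5% mitochondrial UMIs or at most 1% hemoglobin UMIs. Others changed the denominator, weighted cells equally, thinned cells, compared other pairs of libraries, or changed the features, clustering, normalization, filter, block and libraries of the subcluster comparison. Trajectories, cell-cell interaction scores, spatial sequencing, imaging and zebrafish experiments were not analysed here.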

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

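The tests in this part were set before their values were computed, on patterns already seen in the data.

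Rag1, a gene of developing lymphocytes on chromosome 2 of GRCm38 from 101638282 to 101649501 that lies outside the genes the paper discusses, stood out in T-like cells. Its level was 775 CPM (8838 UMIs) in the library labelled day 20, where a count of 0 would allow 0.263. It was 778 in the library labelled day 30, 2.39 (3 UMIs) in that labelled day 10 and 0 in that labelled day 5, which allows up to 1.12. Free RNA is argued against, since Rag1 in T-like cells was 9.19 times its level in droplets with 10 to 100 UMIs of the library labelled day 20. Thymus cells carried into the preparation are a candidate source. In the library labelled day 20, 37.8% of T-like cells held both a Cd4 and a Cd8a or Cd8b1 UMI, and 16.6% did after thinning to 1000 UMIs, against 0 of 993 T-like cells of the library labelled day 5, 311 of which lie in the cluster led by natural killer genes. A change of T cells with age stays open and was not tested.

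Mia, on chromosome 7 of GRCm38 from 27179742 to 27181157 and outside the genes the paper discusses, marked the third TFC subcluster of 94 cells. Its level there was 1543 CPM (661 UMIs), where a count of 0 would allow 7.00, and 24.0 in the larger subcluster. Grp had 4355 CPM there and 297 in the larger subcluster, and Tg had 27690 and 49923. Mia and Grp were chosen after their values were seen. Doublets with another class are argued against. Over the 10 leading genes, the level in the highest other class was a median of 0.120 of that in the subcluster. Other technical explanations were not tested, and no biological explanation was tested, since all 4 libraries contribute cells.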

How the results depend on the processing

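Alternatives added after the data were seen are T- and B-like cells left out of the myeloid denominator, the monocyte cluster added, Scrublet's automatic threshold and the order-of-magnitude rule for cells. Over 30 results and 321 alternative values, 219 stayed within the counting interval, within 1.5 times for a count or on their side of camera's threshold, 95 moved, 5 reversed a sign that was beyond counting error and 2 passed a threshold that they had missed. A further 13 values changed a sign that was within counting error or past no threshold. These were 4 of the NF-κB median by age, 3 of the myeloid share, 3 of Mcam (up to 0.88), 2 of the adhesion median by age and 1 of the adhesion list between the TFC subclusters (0.046). For the values given here the cause was not tested.

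The number of cells, 23114, was 41067 with all barcodes of at least 500 UMIs and 8003 with the order-of-magnitude rule, and 17708 to 29578 under the other 6 alternatives. The lists are those of Fig. 2a for specification and function and of Fig. 2b for adhesion and motility. Values by age are log2 ratios of the library labelled day 30 to that labelled day 5 unless other libraries are named. Without the upper limit of UMIs, TFC-like cells were 16.5% of cells in place of 11.9%, and the difference in myeloid share was 2.98 percentage points in place of -1.25. The Tg ratio was then -0.55 in place of -1.16, and the medians were -0.68 for function in place of -1.22, 0.31 for adhesion in place of -0.15 and 0.39 for NF-κB in place of 0.15. The difference in share of the smaller TFC subcluster was -4.64 in place of -8.98, with other leading genes, and the log2 ratio of Tnf in myeloid-like to TFC-like cells was 6.99 in place of 8.81.

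With doublets kept, TFC-like cells were 10.1% of cells and the Tg ratio was -0.97. Without integration of the cells, TFC-like cells were 7.93%, the Tg ratio -0.74, and the medians 0.71 for specification in place of 0.59, -0.96 for function, 0.12 for adhesion and 0.43 for NF-κB. The difference in share of the smaller subcluster then reversed to 1.21 percentage points. With TFC-like cells alone clustered without integration, the cluster on the side of TFC-1 was the larger one, with 1724 of 2760 cells. It was led by Ccn4, Slc5a3 and Slc26a7 and is not the smaller subcluster described above. Its difference in share was -52.1, and its median was 6785.5 UMIs, against 987 in the cluster on the side of TFC-2. At least 1000 UMIs per cell gave 10.7% TFC-like cells and a Tg ratio of -1.09. At most 5% mitochondrial UMIs gave 10.6%, a Tg ratio of -2.12, and medians of 0.41 for specification, -1.60 for function, -0.40 for adhesion and -0.15 for NF-κB.

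With each cell weighted equally, the Tg ratio was -1.96, and the medians were 0.38 for specification, -1.57 for function, -0.36 for adhesion, -0.31 for NF-κB and -0.15 for immediate-early genes, the last reversed from 0.11. Without Tg in the denominator the Tg ratio was -1.20, and without mitochondrial and ribosomal protein genes -1.09. Thinning to 1000 UMIs gave a Tg ratio of -1.73, a NF-κB median of -0.24 and a reversed immediate-early median of -0.029. Thinning to 2000 UMIs gave a Tg ratio of -1.35, 0.44 for specification and -1.34 for function. A minimum of 50 CPM moved the motility median from 0.75 to 0.97. The library labelled day 20 against that labelled day 5 gave 0.20 for specification, -0.36 for function, 0.12 for motility and 0.48 for NF-κB. The library labelled day 30 against that labelled day 10 gave 0.34, -0.57, -0.32 for adhesion and -0.30 for NF-κB, and reversed the medians of motility to -0.21 and of immediate-early genes to -0.46. With T- and B-like cells left out of the denominator the difference in myeloid share was 6.28, and with the monocyte cluster added 0.45. The ratio of Tnfrsf1a stayed between 0.21 and 0.58 under its 10 alternatives.

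Between the TFC subclusters, 36 to 51 list genes passed as higher under the 11 alternatives, against 48. None of the 11 lifted the upper limit of UMIs, kept doublets or left out integration, and the lists were not compared in those settings. Without the upper limit, the cluster on the side of TFC-1 held 501 cells and was led by Mia, Bpifa1 and Igfbp7. With doublets kept, and with all cells clustered without integration, it was led by Atf3. The number of lower genes, 29, was 13 with all variable features kept, 10 with cells thinned to 1000 UMIs and 0 in edgeR's test without the library block, with 16 at an unadjusted p below 0.05. DESeq2 gave 22. With 1 library left out it was 1 to 40, with 1 without the library labelled day 10, 2 without that labelled day 30, 16 without that labelled day 20 and 40 without that labelled day 5. The mean log2 fold change of the motility list passed camera's threshold with k-means clusters, at 0.34 (adjusted p = 0.0332), and with no filter on low counts, at 0.22 (adjusted p = 0.0225). The means of the NF-κB list (0.39 to 1.41) and of the immediate-early list (2.21 to 2.72) kept their direction and their side of camera's threshold under the 11 alternatives, as did that of oxidative phosphorylation (-0.57 to -0.29). By fry, run under 10 of them, adjusted p was above 0.05 for NF-κB without the library labelled day 10 (0.0984) and without that labelled day 30 (0.0603). For oxidative phosphorylation it was so without those labelled day 10 (0.0984), day 20 (0.0558) and day 30 (0.101) and without the library block (0.0866). The motility list passed fry (0.0110) but not without the block (0.450), with thinning to 1000 UMIs (0.0773), without day 10 (0.0984) or without day 30 (0.0603). Depth limits what can be seen of Duox2, Vim and Mcam, of which the library labelled day 20 held 5, 6 and 6 UMIs in TFC-like cells.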

Differences from the paper's values

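The comparisons with the labels of the day 5 and day 30 libraries turned were chosen only after the result was seen. The paper gives 6481 cells for day 5 and 12327 for day 30, and 11210 and 2899 were kept in the libraries with these labels. For day 5, at most 5% mitochondrial UMIs gave 9562 cells, which is within 1.5 times the paper's number, and the other 5 alternatives set before the data were examined did not come within it. For day 30, none of these 6 alternatives did. With the 2 labels turned, the 11210 cells were within 1.5 times the paper's number for day 30, as were those of all 6 alternatives. The 2899 cells were not within it for day 5, but 4820 without the upper limit and 7369 barcodes of at least 500 UMIs were.

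For TFC-1, the paper's shares are about 60% at day 5, about 57% at day 10, about 54% at day 20 and about 43% at day 30 in Fig. 2g, read by eye. The smaller subcluster held 16.2%, 12.2%, 18.7% and 7.17% in the libraries with these labels, and its equation with TFC-1 is not established. With TFC-like cells clustered without integration, the cluster on the side of TFC-1 was the larger one, led by Ccn4, Slc5a3 and Slc26a7. This other cluster held 77.7% for day 5, within 1.5 times the paper's value. No other alternative set before the data were examined came within it at day 5. At the other 3 ages none of the 6 did.

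For 21 of 32 percentages of TFC with a UMI, for 8 genes that the paper names or plots, the paper's value in its Source Data and the one found here differed, which means by more than 1.5 times and beyond the counting interval. Of all 136 percentages of Fig. 2a and 2b, 18 of 36 in Fig. 2a, 29 of 40 for adhesion and 58 of 60 for motility were more than 1.5 times apart. Without the upper limit of UMIs it was 0, 0 and 26, and with the labels also turned 0, 2 and 3. With the limit kept and the labels turned it was 18, 31 and 57. The alternatives set before the data were examined were no upper limit of UMIs, doublets kept, no integration, at least 1000 UMIs, at most 5% mitochondrial UMIs and thinning to 1000 or 2000 UMIs, under which 8, 19, 10, 14, 23, 28 and 20 of the 32 differed. For Pax8 the paper's values are 68.6%, 75.8% and 73.7% at day 10, 20 and 30, and those found here 38.4%, 39.2% and 44.0%. For Nkx2-1 they are 72.8%, 80.5% and 77.1% in the paper and 46.1%, 44.6% and 49.1% here. These 6 pairs no longer differed without the upper limit, nor without integration. At least 1000 UMIs closed them except for Pax8 at day 20, and thinning to 2000 UMIs closed Pax8 at day 30 and Nkx2-1 at day 10 and 30. Doublets kept closed Nkx2-1 at day 10, and the other 2 alternatives closed none. For Foxe1 at day 20 the paper's value is 85.0% and that found here 56.6%, and the pair still differed under at most 5% mitochondrial UMIs and thinning to 1000 UMIs, but not under the other 5.

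For Duoxa2 the paper's values are 36.4%, 42.5% and 48.2% at day 10, 20 and 30, and those found here 15.8%, 12.0% and 14.3%. They no longer differed without the upper limit, nor at day 10 without integration, and differed under the rest.

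For Vim the paper's values are 26.9%, 24.4% and 18.8% at day 5, 10 and 20, and those found here 4.10%, 6.82% and 2.41%. These 3 pairs differed under all 7 alternatives, as did Mcam and Map4k4 at day 5, with 35.3% and 54.4% in the paper and 6.93% and 13.2% here. With the labels of the day 5 and day 30 libraries turned and no upper limit, day 5 had 17.7% for Vim, which still differed, 30.6% for Mcam and 50.4% for Map4k4. For Mcam at day 10, 20 and 30 the paper's values are 24.5%, 21.4% and 12.5%, and those found here 5.65%, 3.61% and 3.07%. The first 2 pairs closed only without the upper limit and the last only without integration. For Map4k4 at day 10, 20 and 30 the paper's values are 46.5%, 48.7% and 24.1%, and those found here 16.0%, 16.9% and 12.3%. The first 2 closed without the upper limit, without integration the first and the last, with at least 1000 UMIs the last, and under the rest none did.

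Some values also went against the paper's statements, and the directions by age rest on labels that developmental genes go against. The paper states that transcription factors of TFC specification fall with age, and 3 of 3 were higher in the library labelled day 30. It states that function genes rise, and 6 of 7 were lower in that library beyond counting error. It states that motility genes fall, and 10 of 15 were higher, or 15 of 15 without the upper limit. It states that adhesion genes rise, and 4 of 10 were higher, or 6 of 10 without the upper limit. For Fig. 2k it states a fall, and 20 of 45 genes were lower, or 4 of 45 without the upper limit. For Tnfrsf1a it states a fall, and the log2 ratio was 0.47. With the labels of these 2 libraries turned, each of these ratios has the other sign, so that without the upper limit 15 of 15 motility and 41 of 45 genes of Fig. 2k fall as the paper states, and 4 of 10 adhesion genes rise. It states that the number of myeloid cells hardly changed. Numbers per gland were not analysed here, and the share was 11.2%, 21.6%, 4.53% and 9.97% of cells. Without T- and B-like cells in the denominator, a choice made after the values were seen, it was 12.6%, 25.7%, 16.4% and 18.9%. It states that migration genes are enriched in TFC-1. The motility list of Fig. 2b had this direction in the smaller subcluster, past the threshold by fry (adjusted p = 0.0110) and not by camera. By fry it did not pass without the library labelled day 10 (0.0984), without that labelled day 30 (0.0603), with thinning or without the block, and camera passed with k-means clusters and with no filter on low counts. The paper's tests of genes took cells as replicates, and those here took libraries.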

Other observations

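The comparison of each library with the paper's percentages of all ages, that of NF-κB genes in other classes, that of whole numbers of cells and that of RNA of the other clusters were chosen only after the result was seen.

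Genes of immature tissue were higher in the library labelled day 30 than in that labelled day 5. H19, Igf2 and Dlk1 together were 7.23 times their free RNA level in fibroblast-like cells of the library labelled day 30, which argues against free RNA. With each cell thinned to 1000 UMIs their log2 ratio was 5.10, which argues against depth. A candidate explanation is that the labels of these 2 libraries are exchanged. For 8 further genes, Gpc3, Grb10, Ndn, Cdkn1c, Slc38a4, Mdk, Igf2bp2 and Sox11, the median log2 ratio in fibroblast-like cells was 1.37. Their summed level there was 981, 1621, 1115 and 2433 CPM in the libraries labelled day 5, 10, 20 and 30. The median was 0.85 in endothelial-like cells, 0.16 in stromal-like cells and 0.56 in TFC-like cells. The paper's percentages for Fig. 2a at day 30 differed from those of the library labelled day 5 without the upper limit of UMIs by a root mean square of 1.06 percentage points, and from those of the library labelled day 30 by 10.4. Those at day 5 differed from the library labelled day 30 by 1.82 and from that labelled day 5 by 8.45, while those at day 10 and day 20 differed from the libraries with their labels by 2.87 and 1.02. The motility percentages of Fig. 2b had the same pattern, with 1.15 between day 30 and the library labelled day 5 and 4.14 between day 5 and that labelled day 30. The adhesion percentages, with 4.54 between day 5 and the library labelled day 5 and 3.56 between day 30 and that labelled day 20, decide nothing here, as 20 of 40 are whole counts only at another age. With the upper limit kept, the Fig. 2a percentages of all 4 ages lay nearest to the library labelled day 5, at 6.82 to 9.15. With the labels exchanged, every log2 ratio between these 2 libraries would take the other sign. The smallest numbers of TFC that make the Fig. 2a percentages whole counts are 815, 880, 421 and 2885 for day 5, 10, 20 and 30, and without the upper limit the libraries with these labels held 2970, 780, 398 and 728 TFC-like cells. A difference between the pools of mice could not bring the paper's own values for 1 age nearest to the library with the other label, and it stays open for the developmental genes. At which step an exchange arose was not tested.

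The smaller TFC subcluster was led by immediate-early and stress genes. Depth is argued against, since the mean log2 fold change of the list was 2.36 with each cell thinned to 1000 UMIs. Stress of tissue dissociation is a candidate explanation. Over all libraries, 13.2% of endothelial-, 8.84% of fibroblast-, 37.9% of macrophage-, 17.0% of stromal- and 7.60% of T-like cells reached the median immediate-early share of the subcluster. By library it was 5.26% to 16.4% of endothelial- and 5.00% to 10.5% of fibroblast-like cells, and lowest in stromal-like cells of the library labelled day 30, at 0.926%. Doublets are argued against as the source. UMIs of 6 markers of other classes were 1.67 times as frequent as in the larger subcluster, which decides nothing, but the leading genes of each cluster of the other classes allow at most 0.00606 of the share of its RNA that the immediate-early list would need. Among single genes, Cd68 goes with macrophage-like cells in doublets, with a log2 fold change of 2.26 (adjusted p = 0.00808 in edgeR's test), 53 UMIs in the smaller and 45 in the larger subcluster. The other macrophage genes argue against these as its source. C1qa, C1qb, C1qc, Lyz2, Tyrobp and Fcer1g together had 62.3 CPM in the smaller and 76.4 in the larger subcluster, and their excess was -0.0130 of what Cd68 would need. Signalling in the tissue stays open as well and was not tested. Of 8 splits that part the 2 sums of every library, 1 called as many list genes, the real one, and 8 splits are too few to exclude chance.

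NF-κB genes had a median log2 ratio of 0.15 in TFC-like cells between the libraries labelled day 30 and day 5. The median over 5 other classes was -0.31, with 4 of 5 classes below 0. In macrophage- and T-like cells the mix of clusters differed between these libraries. The TFC value had an interval of -0.08 to 0.31 and changed sign with the processing. No direction is drawn from it, so whether a shift is shared by other classes cannot be decided.

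In the Source Data for Fig. 2b, 20 of 40 adhesion percentages were no whole number of cells at their own age. Whole means within 0.00075 percentage points of a count out of 815, 880, 421 and 2885 TFC, the numbers found from Fig. 2a. All 20 were whole at another age, where 5.54% of random percentages would be, and the 60 motility percentages were whole at their own. That some percentages stand under another age is a candidate explanation.

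Other lists moved with the labels too. Between the libraries labelled day 30 and day 5 the median log2 ratio was -0.46 (-0.50 to -0.39) for oxidative phosphorylation genes, 0.39 (0.37 to 0.43) for ribosomal protein genes and 0.11 (0.02 to 0.20) for immediate-early genes. Sizes depended on the processing. The ribosomal median lay between 0.06, without the upper limit of UMIs, and 0.58, with each cell weighted equally. That of oxidative phosphorylation lay between -0.73, without the limit, and -0.05, for the libraries labelled day 30 and day 10. The immediate-early median reversed under 3 alternatives. Of genes with at least 100 CPM, 121 rose and 114 fell through all 4 libraries in the order of their labels. The largest rises were those of Acot1 (2.28), Zfas1 (1.37), Hnrnpa1 (1.34), 2410006H16Rik (1.31) and Rpl17 (1.30). The largest falls were those of mt-Nd4l (-2.14), Cd74 (-1.44), mt-Atp8 (-1.28), Ckmt1 (-1.27) and Ifi27l2a (-1.25). With the labels of the day 5 and day 30 libraries exchanged, none of these genes would move one way through the ages, by construction.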
